# Transcriptome Alteration in the Diabetic Heart by Rosiglitazone: Implications for Cardiovascular Mortality

**DOI:** 10.1371/journal.pone.0002609

**Published:** 2008-07-09

**Authors:** Kitchener D. Wilson, Zongjin Li, Roger Wagner, Patrick Yue, Phillip Tsao, Gergana Nestorova, Mei Huang, David L. Hirschberg, Paul G. Yock, Thomas Quertermous, Joseph C. Wu

## Abstract

**Background:**

Recently, the type 2 diabetes medication, rosiglitazone, has come under scrutiny for possibly increasing the risk of cardiac disease and death. To investigate the effects of rosiglitazone on the diabetic heart, we performed cardiac transcriptional profiling and imaging studies of a murine model of type 2 diabetes, the C57BL/KLS-lepr^db^/lepr^db^ (*db/db*) mouse.

**Methods and Findings:**

We compared cardiac gene expression profiles from three groups: untreated *db/db* mice, *db/db* mice after rosiglitazone treatment, and non-diabetic *db/+* mice. Prior to sacrifice, we also performed cardiac magnetic resonance (CMR) and echocardiography. As expected, overall the *db/db* gene expression signature was markedly different from control, but to our surprise was not significantly reversed with rosiglitazone. In particular, we have uncovered a number of rosiglitazone modulated genes and pathways that may play a role in the pathophysiology of the increase in cardiac mortality as seen in several recent meta-analyses. Specifically, the cumulative upregulation of (1) a matrix metalloproteinase gene that has previously been implicated in plaque rupture, (2) potassium channel genes involved in membrane potential maintenance and action potential generation, and (3) sphingolipid and ceramide metabolism-related genes, together give cause for concern over rosiglitazone's safety. Lastly, *in vivo* imaging studies revealed minimal differences between rosiglitazone-treated and untreated *db/db* mouse hearts, indicating that rosiglitazone's effects on gene expression in the heart do not immediately turn into detectable gross functional changes.

**Conclusions:**

This study maps the genomic expression patterns in the hearts of the *db/db* murine model of diabetes and illustrates the impact of rosiglitazone on these patterns. The *db/db* gene expression signature was markedly different from control, and was not reversed with rosiglitazone. A smaller number of unique and interesting changes in gene expression were noted with rosiglitazone treatment. Further study of these genes and molecular pathways will provide important insights into the cardiac decompensation associated with both diabetes and rosiglitazone treatment.

## Introduction

Cardiovascular disease is the leading cause of morbidity and mortality in patients with type 2 diabetes [1]. While atherosclerotic coronary artery disease is highly prevalent in many diabetic patients, the occurrence of nonischemic cardiomyopathy (“diabetic cardiomyopathy”) suggests that other processes such as microangiopathy, metabolic factors, or myocardial fibrosis [1] might be involved. Thiazolidinediones (TZDs) such as rosiglitazone are insulin sensitizers that may also have beneficial properties for diabetic cardiomyopathy. These agonists bind to a subfamily of nuclear hormone receptors, the peroxisome proliferator-activated receptors (PPARs, including α, β/δ and γ isoforms, of which the γ isoform is the most common target), and activate transcription factors that modulate gene expression, ultimately leading to increased insulin sensitivity in peripheral tissues through poorly defined pathways [2], [3]. However, a recent meta-analysis of clinical trial outcomes for the PPARγ agonist rosiglitazone found a significant increase in the risk of myocardial infarction, and a borderline significant risk of death from cardiovascular causes [4]. The reasons for this increased risk are unclear, and a better understanding of the effects of rosiglitazone on the diabetic heart is urgently needed.

Despite the large number of studies on rosiglitazone and diabetes, the transcriptional network changes by which PPARγ agonists and other TZDs promote insulin sensitivity are not well characterized. A number of groups have studied gene expression in the *db/db* mouse liver [5], as well as transcriptional changes induced by TZDs in adipocytes, kidney, aorta, and pancreatic islet cells in various mouse models [6], [7], [8], [9], but none has studied the heart directly. Moreover, determining PPAR-agonist target tissues is complicated by the fact that the three PPAR isoforms are not distributed equally across all tissues. In adipose tissue, PPARγ predominates and promotes differentiation and lipid storage [10], resulting in suppression of lipolysis by insulin and reduction of plasma free fatty acid concentrations. In the cardiovascular system, PPARγ is expressed in vascular smooth muscle and vascular endothelium [11], but is believed to be in low abundance in cardiomyocytes [12].

Animal models of type 2 diabetes present an optimal system for studying the effects of rosiglitazone. A well-established murine model is the C57BL/KLS-lepr^db^/lepr^db^ (*db/db*) mouse that has a mutation in the leptin receptor. Homozygous *db/db* mice become obese by 3–4 wk of age and develop hyperglycemia at 4–8 wk. Serum insulin levels increase as early as 10–14 days, peak at 6–8 wk, then decrease afterward. These mice continue to be hyperinsulinemic throughout life and ultimately develop cardiomyopathy (contractile dysfunction), as evidenced from metabolic experiments using cultured *db/db* cardiomyocytes [13], echocardiographic studies [14], isolated working heart preparations [15], and direct *in situ* ventricular pressure measurements [16]. Recent studies by our lab and others have delineated the longitudinal structural and metabolic cardiomyopathic changes in the *db/db* mouse using cardiac magnetic resonance (CMR) and Fluorine-18–2-fluoro-2-deoxy-d-glucose ([^18^F]FDG) PET scanning [17].

To address the many questions concerning the molecular and functional effects of rosiglitazone on the diabetic heart, we used CMR imaging and echocardiagraphic studies to assess the development of cardiomyopathy in untreated and rosiglitazone-treated *db/db* mice, as well as normal *db/+* mice. These studies were followed by cardiac gene expression profiling of the diabetic and control phenotypes to understand the underlying molecular changes in heart tissue. A comparison of the cardiac transcriptomes of rosiglitazone-treated *db/db* mice with untreated *db/db* and normal *db/+* mice thus provides insights into the effects of rosiglitazone on the heart, either through direct or indirect mechanisms, as well as clues to its potential toxicity.

## Methods

### Animal and sample tissue preparation

Homozygous *db/db* mice (Jackson Laboratories, Bar Harbor, ME) were maintained on a normal chow diet and housed in a room with a 12∶12-h light-dark cycle and an ambient temperature of 22°C. For the treatment group, homozygous *db/db* mice were maintained on 5 mg/kg/day (approximately 0.225 mg/mouse/day) rosiglitazone (GlaxoSmithKline, London, UK) that was mixed with normal chow. Unless otherwise stated, heterozygous *db/+* littermates were used as control animals. All protocols were approved by the Administrative Panel on Laboratory Animal Care at Stanford University and were carried out in accordance with the guidelines of the American Association for Accreditation of Laboratory Animal Care. At the end of the study, animals were euthanized with a lethal dose of isoflurane. Immediately after death, wet heart weight (HW) and body weight (BW) were measured. Whole hearts, pancreas, and liver were harvested and preserved in TRIzol reagent (Invitrogen, San Diego, CA) for subsequent mRNA isolation, and a subset of hearts were fixed in 10% formalin for histological evaluation.

### Insulin tolerance testing

Insulin tolerance testing was performed on mice after a 6-h fast. At the time of testing, a bolus of human regular insulin (Eli Lilly, Indianapolis, IN; 0.75 IU/kg) was injected intraperitoneally. In blood derived from a tail nick, glucose levels were then determined with a FreeStyle blood glucose monitoring system (Abbott Laboratories, Abbott Park, IL) at baseline and 30, 60, and 120 min after injection.

### Insulin Enzyme-Linked ImmunoSorbent Assay (ELISA)

After a 6-h fast, roughly 200 µl of blood was obtained from each animal via retroorbital bleeding. Samples were placed in 500- µl tubes containing EDTA (Becton-Dickinson, Franklin Lakes, NJ) and centrifuged at 4°C and 13,200 rpm for 10 min. Approximately 50–75 µl of supernatant (serum) was then collected for further processing. Serum insulin concentrations were measured with a Mercodia mouse insulin enzyme immunoassay kit (Alpco Diagnostics, Salem, NH).

### Nonesterified fatty acids (NEFA)

Plasma nonesterified fatty acid concentrations were measured using a HR series NEFA-HR(2) colorimetric assay kit (Wako Chemicals USA, Richmond, VA).

### Left ventricular functional analysis with echocardiogram

Echocardiography was performed by a blinded investigator (ZL) using the Siemens-Acuson Sequioa C512 system equipped with a multi-frequency (8–14 MHz) 15L8 transducer. Analysis of M-mode images was performed using the Siemens built-in software. Left ventricular end diastolic diameter (EDD) and end-systolic diameter (ESD) were measured and used to calculate fractional shortening (FS) by the following formula: FS = [EDD-ESD]/EDD. LV volume at end diastolic (EDV) and end-systole (ESV) were calculated by the bullet method as follows: EDV = 0.85×CSA(d)×L(d), ESV = 0.85×CSA(s)×L(s), where CSA(d) and (s) are endocardial area in end-diastole and end-systole, respectively, obtained from short-axis view at the level of the papillary muscles. L(d) and L(s) are the LV length (apex to mid-mitral annulus plane) in end-diastole and end-systole, respectively, obtained from the parasternal long-axis view. LV ejection fraction (EF%) was calculated as: EF% = (EDV−ESV)×100/EDV.

### Cardiac magnetic resonance imaging

To prepare for scanning, induction of anesthesia was accomplished with 2% isoflurane and 1 l/min oxygen. Respiratory rate was monitored and used to manually calibrate the maintenance dose of isoflurane at 1.25–1.5%. Platinum needle ECG leads were inserted subcutaneously in the right and left anterior chest wall. Respiration was monitored with a pneumatic pillow sensor positioned along the abdomen. Body temperature was maintained at 36–37°C by a flow of heated air thermostatically controlled by a rectal temperature probe. Heart rate (HR), respiratory rate, and body temperature were recorded every 4 min during image acquisition. Magnetic resonance images were acquired by a blinded investigator (PY) with a 4.7-T magnet (Bruker BioSpin, Fremont, CA) controlled by a Varian Inova Console (Varian, Palo Alto, CA), using a transmit-receive quadrature volume coil with an inner diameter of 3.5 cm. For particularly obese animals, a larger coil with an inner diameter of 6 cm was utilized. Image acquisition was gated to the ECG R-wave (Small Animal Instruments, Stony Brook, NY). Coronal and axial scout images were used to position a two-dimensional imaging plane along the short axis of the left ventricular (LV) cavity. Gated gradient echo sequences were then used to acquire sequential short-axis slices spaced 1 mm apart from apex to base. For each sequence, 12 cine frames encompassing one cardiac cycle were obtained at each slice level with the following sequence parameters: acquisition time (TR) = 100–140 ms, echo time (TE) = 2.8–3.5 ms, number of repeats (NEX) = 8, field of view (FOV) = 30×30 mm, matrix = 128×128, flip angle = 60°. For each short-axis slice, planimetry measurements of LV myocardial area were conducted off-line by tracing the epicardial and endocardial borders at end systole and end diastole with MRVision software (MRVision, Winchester, MA). For these purposes the papillary muscles were considered part of the LV cavity. Anteroseptal and posterior wall thickness measurements were performed on a midventricular slice at the level of the papillary muscles at end diastole. LV mass (LVM) was derived from the sum of the differences between the end-diastolic epicardial and endocardial areas from apex to base, adjusted for the specific gravity of myocardial tissue (1.055 g/ml). LV end-diastolic (LVEDV) and end-systolic (LVESV) volumes were calculated as the sum of the endocardial areas of each slice from the apex to the LV outflow tract at end diastole and end systole, respectively. LV ejection fraction (LVEF) was calculated as (LVEDV−LVESV)/LVEDV. Cardiac output (CO) was calculated as (LVEDV−LVESV)/(HR).

### RNA isolation and quality control

Total RNA was isolated separately from five heart samples for each condition using TRIzol reagent (Invitrogen, San Diego, CA) according to the manufacturer's instructions for a total of 15 distinct RNA samples. Total RNA was purified using RNeasy columns (Qiagen, Chatsworth, CA). RNA concentration was measured by spectrophotometry, and RNA integrity assessed with an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA) with 6000 Nano Chips according to the manufacturer's instructions. RNA was judged as suitable for array hybridization only if samples exhibited intact bands corresponding to 18S and 28S ribosomal RNA subunits and had a RNA Integrity Number (RIN) greater than six. Universal Reference RNAs for mouse (Stratagene, La Jolla, CA) were purchased as microarray reference controls.

### Labeling reaction and hybridization

Using Low RNA Input Fluorescent Linear Amplification Kits (Agilent Technologies, Santa Clara, CA, USA), cDNA was reverse transcribed from each RNA sample, and cRNA was then transcribed and fluorescently labeled from each cDNA sample. The fifteen mouse heart tissue cRNA samples were labeled with Cy5 and the Universal Mouse reference cRNA was labeled with Cy3, yielding a total of 5 biological replicates per condition. The resulting cRNA was purified using an RNeasy kit (Qiagen, Valencia, CA, USA) followed by quantification of the cRNA by spectroscopy using an ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). 825 ng Cy3- and Cy5- labeled and amplified cRNA was mixed and fragmented according to the Agilent technology protocol. cRNA was hybridized to 4×44K whole human genome microarray slides from Agilent (Part G4112F) according to the manufacturer's instructions. The hybridization was carried in a rotating hybridization chamber in the dark at 65°C for 17 h.

### Washing, scanning, and feature extraction

Slides were washed with Gene Expression Wash Buffer 1 and 2 (Agilent Technologies, Santa Clara, CA) followed by Acetonitrile. A final wash in Stabilization and Drying Solution was performed to prevent Cy-5 degradation by ozone. The array was scanned using an Agilent G2505B DNA microarray scanner under extended Dynamic range. The image files were extracted using the Agilent Feature Extraction software version 9.5.1 applying LOWESS background subtraction and dye-normalization. Further analyses were performed with BRB ArrayTools Version 3.4 (National Cancer Institute) and TIGR MeV software (http://www.tm4.org/).

### Real-time quantitative PCR for confirmation of microarray results

RNA to cDNA conversion was performed with a SuperScript First-Strand cDNA synthesis kit (Invitrogen). The cDNA was then used as a template in a TaqMan real-time PCR assay with the ABI Prism 7700 Sequence Detection System (Applied Biosystems, Foster City, CA). All samples were run in triplicates. Specialized premade gene expression assay reagents for potassium channel, subfamily K, member 1 (Kcnk1; catalog no. Mm00434624_m1), matrix metalloproteinase 3 (Mmp3; Mm00440295_m1), beta-1,4-N-acetyl-galactosaminyl transferase 1 (B4galnt1; Mm00484653_m1), carboxyl ester lipase (Cel; Mm00486975_m1), and N-acylsphingosine amidohydrolase 2 (Asah2; Mm00479659_m1), purchased from Applied Biosystems, were used for these experiments. Threshold cycles were placed in the logarithmic portion of the amplification curve, and each sample was referenced to 18S RNA (part no. 4319413E) amplification to control for the total amount of RNA. Fold differences between samples (relative quantification) were calculated with the delta-delta method [S1/S2 = 2^−(T1–T2)^], where S1 and S2 represent samples 1 and 2 and T1 and T2 denote the threshold cycles for S1 and S2.

### Histologic analysis of cardiac tissue

At the time of death, a select group of hearts were fixed in 10% formalin, cut at the midventricular level, and embedded in paraffin blocks. The blocks were then sectioned into short-axis slices, which were subsequently stained with hematoxylin and eoxin according to standard protocols. High-power fields magnified to 40× from the midportion of the LV free wall were photographed.

### Statistical Analysis

For all tests, one-way ANOVA was performed. All *P* values <0.05 were considered significant. For microarray analysis, the Significance Analysis of Microarrays (SAM) algorithm was used to identify genes with statistically significant differences in expression among the conditions. SAM is a statistically rigorous test that incorporates a FDR calculation to correct for multiple testing errors. Gene Ontology group overrepresentation analysis was performed using Fisher's exact test with FDR correction through High Throughput GoMiner software.

## Results

### Insulin resistance in rosiglitazone-treated, untreated and control mice

We analyzed a number of metabolic parameters to confirm insulin resistance in our *db/db* murine model of diabetes before proceeding with microarrays. Insulin resistance is strongly associated with obesity, and one mechanism may be the generation of metabolic messengers such as free fatty acids by adipose tissue that inhibit insulin action on muscle [18], [19]. We measured plasma non-esterified fatty acid (NEFA) and insulin levels to follow insulin resistance in our three groups of mice. **Figure 1a** shows plasma NEFA levels in the three groups of mice. Compared to untreated *db/db* mice, NEFA levels in the rosiglitazone-treated *db/db* mice decreased dramatically. Fasting insulin levels (**Figure 1b**) and insulin tolerance testing (**Figure 1c**) further confirmed the improved insulin sensitivity with rosiglitazone treatment.

**Figure 1:**
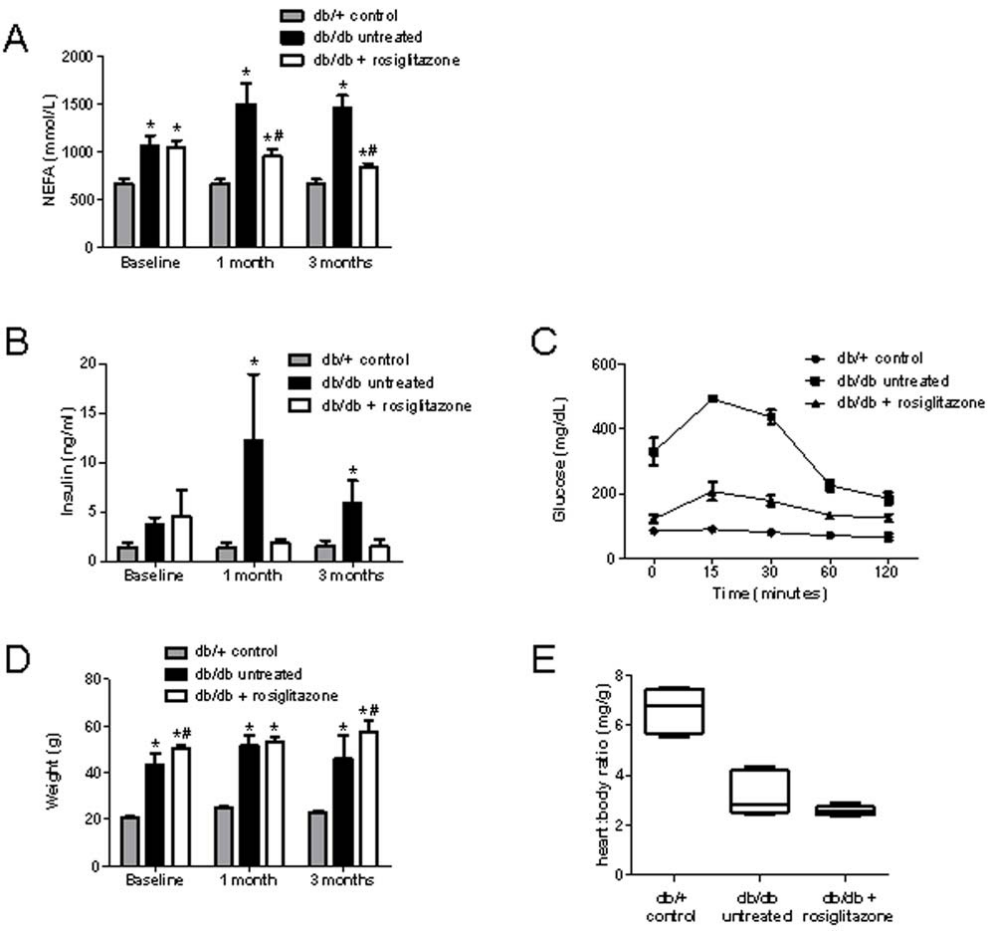
Insulin resistance and mean body/heart weights of rosiglitazone-treated, untreated, and control mice. (A) Plasma NEFA levels at 0, 1, and 3 months in untreated *db/db* mice (n = 10), rosiglitazone-treated *db/db* mice (n = 10), and *db/+* mice (n = 10). NEFA levels were higher in both the treated and untreated *db/db* groups at baseline when compared to *db/+* control mice. Compared to untreated *db/db* mice, NEFA levels in the rosiglitazone-treated *db/db* group decreased significantly during the first month (960.9 vs. 1501.0 mmol/L, *P*<0.05), and decreased further by the third month to near *db/+* control levels. (B) Fasting insulin levels in the three groups at 0, 1, and 3 months. At baseline, both treated and untreated *db/db* groups had increased levels of insulin compared to *db/+* control. Insulin levels dramatically increased in untreated *db/db* mice at 1 month, but progressively decreased in rosiglitazone-treated mice. (C) Insulin tolerance testing at 3 months. Serum glucose levels after insulin injection were significantly higher in untreated *db/db* mice when compared to *db/+* mice; the rosiglitazone-treated *db/db* group had moderately elevated glucose levels after insulin administration. These results corroborate the NEFA and insulin studies that demonstrate improved insulin sensitivity with rosiglitazone treatment. (D) Mean body weights of the three groups of mice at 0, 1, and 3 months. Weights of both treated and untreated *db/db* mice were markedly higher than *db/+* controls at baseline. Furthermore, rosiglitazone-treated mice had generally higher mean body weights when compared to untreated mice. (E) Mean heart/body weight ratios at sacrifice (4 months after treatment initiation). No significant difference between treated and untreated groups (3.27 vs. 2.58, *P* = 0.13), though there does appear to be a downward trend in the data. Heart/body weight ratio was significantly higher in the *db/+* group compared to both *db/db* groups. Values are mean±SEM. *P<0.05 vs. age-matched *db/+*; #*P*<0.05 vs. age-matched untreated *db/db*.

### Body and heart morphometric analysis

In addition to the obesity associated with type 2 diabetes, rosiglitazone and other TZDs are widely known to cause further weight gain due to fluid retention and altered adipogenesis [20]. Mean body weights of both treated and untreated *db/db* mice were markedly higher than *db/+* controls at baseline (**Figure 1d**). Furthermore, rosiglitazone-treated mice had generally higher mean body weights when compared to untreated mice, as expected. The heart/body weight ratio was significantly higher in the *db/+* group when compared to the treated and untreated *db/db* groups (**Figure 1e**). However, histological analysis did not reveal obvious differences at the microscopic level (**Figure 2**).

**Figure 2:**
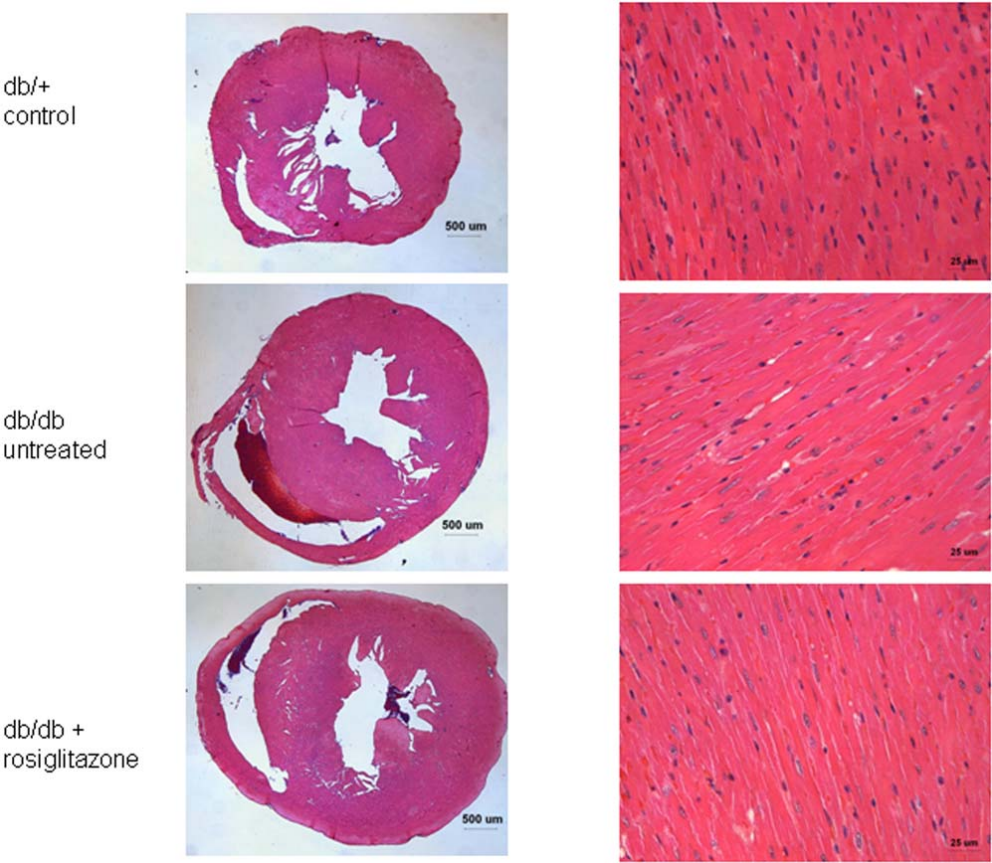
High-power light microscopy slides of myocardial tissue from rosiglitazone-treated and untreated *db/db* mice, and *db/+* controls. Individual cardiomyocytes from all three groups appear qualitatively similar based on morphology and size, though the untreated *db/db* cardiomyocytes exhibit very mild thickening. No increases in inflammatory cells, cell death, fibrosis, or other processes were observed in the two *db/db* groups compared to *db/+* controls.

### Left ventricular functional analysis with echocardiogram

Previous groups have observed a significant decrease in left ventricular ejection fraction (LVEF) and fractional shortening (FS) in *db/db* mice when compared with *db/+* controls [14], [21]. In one study, the FS was reduced by as much as 16% at 12 weeks of age [14]. However, more accurate CMR studies of cardiac contractility have not confirmed the dramatic differences seen in the echocardiographic studies, observing only an approximately 2% reduction in LVEF at 22 weeks of age [17]. Furthermore, clinical echocardiographic studies of type 2 diabetic patients treated with rosiglitazone found no significant changes in LVEF after 52 weeks of treatment [22]. To investigate cardiac contractility and verify these previous findings, we assessed cardiac contractility in the three mouse groups using echocardiography (**Figure 3**). The mean LVEF and FS levels of the untreated *db/db* group were not significantly different from those in the *db/+* group, though there does appear to be a downward trend in contractility in the *db/db* group. Further, we found no significant LVEF or FS differences between the rosiglitazone-treated *db/db* group and untreated *db/db* group, confirming the results of the clinical study that found no evidence of rosiglitazone-induced changes in cardiac contractility.

**Figure 3:**
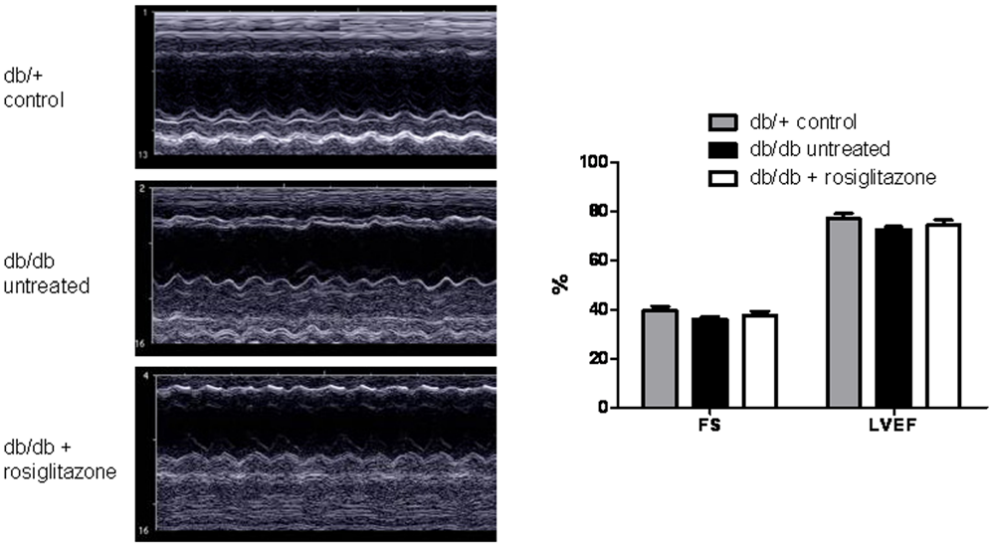
Left ventricular functional analysis with echocardiogram. The mean left ventricular ejection fraction (LVEF) and fractional shortening (FS) of the untreated *db/db* group (72.4±2.3% and 36.2±1.7%, respectively) were not significantly different from the *db/+* group (76.9±4.3%, *P* = 0.11 and 39.7±3.6%, *P* = 0.11, respectively), though there appears to be a downward trend in contractility between these two groups. Further, there were no significant LVEF or FS differences between the rosiglitazone-treated *db/db* group (74.3±3.9% and 37.8±3.1%, respectively) and untreated *db/db* group (*P* = 0.43 and 0.40, respectively). Values are mean±SEM.

### Cardiac magnetic resonance imaging

Using cardiac magnetic resonance (CMR) scanning, our group has previously shown progressive cardiomyopathic changes in *db/db* mice when compared to *db/+* controls [17]. Left ventricular mass (LVM), interventricular septal thickness (IVST) and posterior wall thickness (PWT) were significantly increased in *db/db* mice, while LVEF was only marginally decreased. For the CMR imaging in this new study (**Figure 4**), we included rosiglitazone-treated *db/db* mice in addition to the untreated *db/db* and *db/+* groups, and scanned them at 8 weeks after treatment initiation to look for cardiomyopathic changes. CMR scans revealed significant, albeit subtle, cardiomyopathic changes in untreated *db/db* mice compared to *db/+* controls (**Figure 4**). However, rosiglitazone treatment resulted in no significant improvements in cardiac contractility, which confirmed our echocardiographic studies.

**Figure 4:**
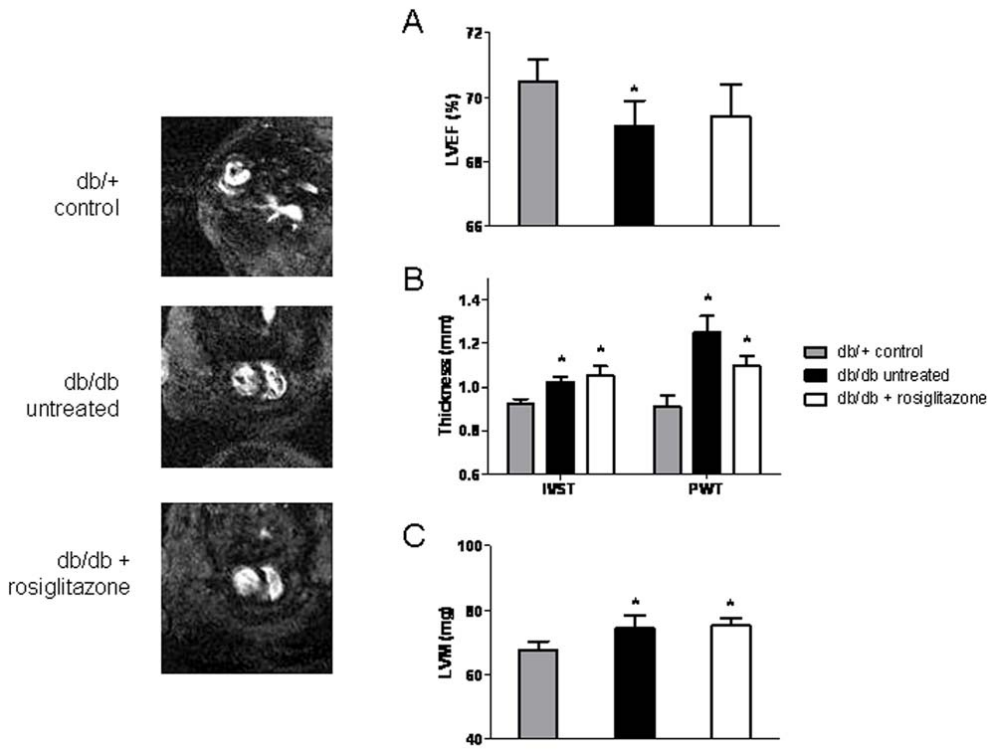
Cardiac magnetic resonance imaging. CMR imaging at 8 weeks after treatment initiation of rosiglitazone-treated *db/db* mice (n = 4), untreated *db/db* mice (n = 4) and *db/+* groups (n = 4). Left ventricular mass (LVM), interventricular septal thickness (IVST) and posterior wall thickness (PWT) were significantly increased in both treated and untreated *db/db* mice relative to *db/+* controls, while LVEF was decreased (though not significantly in the rosiglitazone-treated group). No significant differences in LVM, IVST, PWT, or LVEF between rosiglitazone-treated and untreated *db/db* mice were detected (*P* = 0.82, 0.66, 0.14, and 0.88, respectively). Values are mean±SEM. *P<0.05 vs. age-matched *db/+*.

### Gene expression analysis

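RNA from the hearts of 5 *db/+* control mice, 5 untreated *db/db* mice, which lack a working leptin receptor, and 5 *db/db* mice given rosiglitazone at 5 mg/kg per day for 4 months was measured on 15 Agilent whole mouse genome arrays. Each array held heart RNA labelled with Cy5 and a mouse reference RNA labelled with Cy3. The authors extracted the images with Feature Extraction 9.5.1.1 and its LOWESS dye normalization and deposited a log10 ratio of heart to reference for each spot, which was converted to log2. Of 41174 distinct probes, the 27593 with a heart signal well above background on at least 4 of the 5 arrays of a group were tested. The heart signal was well above background for a median of 66.0% of the probes on the *db/+* arrays, 67.8% on the untreated *db/db* arrays and 67.2% on the rosiglitazone-treated *db/db* arrays. The number of arrays limits the precision of each value.

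The arrays of the treated replicates 3 and 4 held nearly the same profile. The spread of the log2 difference between their heart signals, as a median absolute deviation, was 0.116. It was 0.226 to 0.563 for other pairs of hearts of one group. Between the arrays of treated replicates 3 and 4, 249 probes differed by over 1.5-fold, against at least 709 in other pairs of one group. These arrays were averaged and counted as 1 sample once these values had been seen, which left 14 samples, 4 of them treated. The groups were compared with limma in 1 fit with 11 residual degrees of freedom, and a probe was called changed at an adjusted p under 0.05. Gene lists written beforehand from known pathways and cell types were tested with camera, which compares the genes of a list with all other genes.

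The arrays lay on 4 slides. Slide 1 held the *db/+* replicates 1 to 4, and slide 2 the *db/+* replicate 5 with the untreated replicates 1 to 3. Slide 3 held the untreated replicates 4 and 5 with the treated replicates 1 and 2, and slide 4 the treated replicates 3 to 5. A difference between untreated *db/db* and *db/+* within a slide therefore rests on slide 2, a difference between treated and untreated *db/db* rests on slide 3, and the difference between treated *db/db* and *db/+* within slides is the sum of both.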

Whole-heart RNA from five mice from each of the three groups after four months with or without treatment was used for microarray analysis. 

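Untreated *db/db* hearts differed from *db/+* hearts at 2102 of 27593 probes, of which 1182 were higher and 920 lower, and 458 of these differences exceeded 2-fold. Among the largest were increases of Cyp2b10, a cytochrome P450 of drug metabolism (at least 19.8-fold, adjusted p = 3.8e-05), and of the tissue kallikrein Klk1b16 (at least 6.74-fold, adjusted p = 3.1e-04). Neither was well above background on any of the 5 *db/+* arrays. A fold given as at least a value is a bound, from the heart channel after loess and Aquantile, in which the lowest signal well above background stands in for dimmer ones, and it is open to dye bias. Lrrn1, a transmembrane protein with leucine-rich repeats, was 20.0-fold lower and Cfd, the serine protease adipsin secreted by adipocytes, was 11.7-fold lower, with adjusted p = 7.1e-04 and 8.8e-04. Rosiglitazone-treated *db/db* hearts differed from *db/+* hearts at 2359 probes, 1218 higher and 1141 lower. There Klk1b16 was at least 11.0-fold higher, Cyp2b9 at least 12.0-fold higher and Cfd 31.2-fold lower. Between treated and untreated *db/db* hearts limma found 0 changed probes. In that comparison 2416 probes (8.76%) had an unadjusted p under 0.05, and the smallest adjusted p was 0.087, for Kcnip4, a potassium channel-interacting protein.

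With slide as a block, 34 probes differed between untreated *db/db* and *db/+*, 0 between treated and untreated *db/db*, and 4 between treated *db/db* and *db/+*. Of the 2102 and 2359 probes, 2101 and 2316 kept their sign within slides. Their median absolute log2 difference in untreated hearts was 0.56 there in place of 0.63. The probes were called partly on the same arrays, which favours the same sign. Of 500 probes chosen between slides 1 and 3 instead, 91.2% kept their direction within slide 2. The count of 2102 was 1152 without *db/+* replicate 4. It was 1341, 1244 and 1247 without untreated replicates 1, 3 and 5. The count for treated hearts against *db/+* was 1388 without *db/+* replicate 4, 1165 without treated replicate 1, 1239 without treated replicate 2 and 1065 without treated replicate 5. Without untreated replicate 4, 10 probes differed between treated and untreated hearts. When normexp background correction and loess took the place of the Feature Extraction ratios, 2071 probes were higher and 926 lower in untreated *db/db* than in *db/+* hearts, and 1001 were higher and 442 lower in treated *db/db* hearts. With these, Lrrn1 and Cfd had log2 differences of -0.54 and -1.01 in untreated hearts and did not pass. The count in untreated hearts was 4986 with slide as a random block, 915 with only the 2 groups in the fit and 191 with the mean of hepatocyte markers as a covariate, which was chosen after the values were seen. The random block had a negative correlation within slides (-0.114), which a shared slide effect would not give. Its count is therefore not a result with slide taken out.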

Overall, there were significant transcriptional differences between the *db/+* and both *db/db* groups, while differences between rosiglitazone-treated and untreated *db/db* groups were much less dramatic. **Figure 5a** shows a 3-dimensional scaling plot based on principal component analysis of the expression data, which graphically demonstrates that rosiglitazone did not restore *db/db* transcriptomes to the normal *db/+* state.

**Figure 5:**
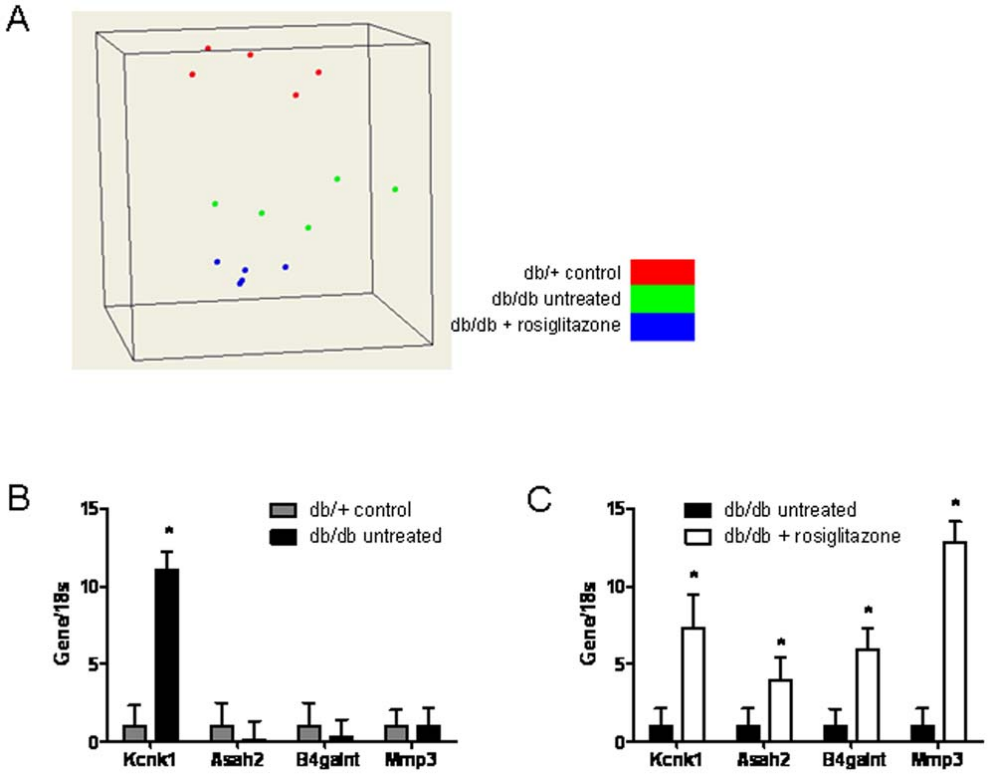
Multidimensional scaling plot of the expression data and real-time PCR analysis. (A) 3-dimensional scaling plot provides a graphical representation of high-dimensional expression data in low dimensions. Each point within a “cloud” represents a single microarray, and the similarity within a set of microarrays is indicated by their physical proximity to one other. As evidenced from the figure, each group (*db/+* control, untreated *db/db*, and rosiglitazone-treated *db/db*) clusters into a distinct grouping, indicating that each group has a similar transcriptome that can be distinguished from the two other groups. Taqman real-time PCR of four selected genes normalized to 18s shows (B) significant upregulation of Kcnk1 in untreated *db/db* vs. *db/+* mice and (C) significant upregulation of all four genes in rosiglitazone-treated vs. untreated *db/db* mice. These data confirm the altered regulatory patterns of these four genes in the microarray data. Values are mean±SEM. *P<0.05 vs. control.

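The distances between the 14 samples were computed from all tested probes. Untreated *db/db* hearts lay on average 1.18 times as far from *db/+* hearts as hearts of one group lay from each other (exact permutation test, p = 0.0079, the smallest p that splits of 10 hearts allow). For treated *db/db* against *db/+* hearts the ratio was 1.22 (exact p = 0.0079, the smallest here too). For treated against untreated *db/db* hearts it was 1.05 (exact p = 0.079), and it did not pass the test. The first principal component held 27.7% of the variance and set the *db/+* hearts, from -87.6 to -21.5, apart from the *db/db* hearts of both groups, from 8.16 to 37.1. On the second component, which held 13.5%, the treated hearts lay from -30.2 to -11.6 and the untreated hearts from -20.5 to 68.8, so their ranges overlapped. The *db/+* replicate 3 had the lowest value of the first component and the untreated replicate 2 the highest of the second.

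After an adjustment for slide, the ratio of treated against untreated hearts was 1.14 (exact p = 0.032). Only slide 3 holds hearts of both groups, so this p cannot separate the drug from the slide. With the treated replicates 3 and 4 as separate mice the ratio was 1.1 (exact p = 0.016). With normexp and loess, the ratio of treated *db/db* against *db/+* hearts was 1.19 (exact p = 0.15). From the grouping in Figure 5A, the paper reasons that each group has a transcriptome of its own, and concludes that rosiglitazone did not return the *db/db* transcriptome to that of *db/+* hearts.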

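SAM scores each probe by its difference over its spread plus a constant and takes the false discovery rate from regrouped samples. At a rate of 0.05, it called 2382 probes in untreated *db/db* against *db/+* hearts, 1444 of them higher and 938 lower, and 1870 of these were also called by limma. In treated *db/db* against *db/+* hearts it called 2848 probes, 1531 higher and 1317 lower. Between treated and untreated *db/db* hearts it called 2 probes, those of Kcnip4 and of Kcnk1, a potassium channel that passes current at rest, both higher after rosiglitazone. The rate used in the paper is not named in its text.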

Genes that exhibited significant differential expression across the three groups were identified using the SAM statistical algorithm (selected genes are listed in **Tables 1** **,** **2**; full gene txt files are included as **Supplemental Gene Lists S1, S2**). 

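Pparg (probe A_51_P106799), the nuclear receptor that rosiglitazone binds, had a log2 ratio to the reference of 1.07 ± 0.09 (SD, n = 5) in *db/+* hearts and 1.63 ± 0.19 (SD, n = 5) in untreated *db/db* hearts. This is a 1.47-fold increase (log2 difference 0.56, standard error 0.10, adjusted p = 0.0062). The increase was far larger for Kcnk1 (A_52_P642488), a background potassium channel, from -2.60 ± 0.90 to 2.25 ± 0.40 (28.9-fold, adjusted p = 1.3e-05). Mstn (A_51_P384901), the inhibitor of muscle growth myostatin, went from 0.84 ± 0.68 to 4.91 ± 0.57 (at least 6.06-fold, adjusted p = 3.9e-05). In *db/+* hearts Kcnk1 was well above background on 1 of 5 arrays and Mstn on none, so the size of both changes rests on signals near background. With normexp and loess the log2 difference of Kcnk1 was 1.99 (adjusted p = 8.5e-04), and that of Mstn was smaller too and passed (adjusted p = 0.0047). Kcnd3, a channel of the transient outward potassium current, rose 1.76-fold (adjusted p = 0.0054).

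Fkbp5 (A_51_P383689), a co-chaperone induced by glucocorticoids, rose 4.62-fold (log2 difference 2.21, standard error 0.14, adjusted p = 3.5e-06). Fkbp10, a chaperone of collagen folding, rose 2.08-fold (adjusted p = 0.0021). Cdkn1a (A_51_P363947), which encodes the cell cycle inhibitor p21, rose 3.56-fold (adjusted p = 5.9e-04). The collagenase Mmp8 rose 6.04-fold (adjusted p = 0.0043) and Mmp3 (A_51_P255699), stromelysin, rose 1.88-fold (adjusted p = 0.0069). Of these genes only Kcnk1 and Fkbp5 kept an adjusted p under 0.05 with slide as a block (0.041 and 0.0089). Within slide 2 the log2 differences were 0.61 for Pparg, 4.57 for Kcnk1, 3.66 for Mstn, 2.30 for Fkbp5, 1.87 for Cdkn1a, 2.76 for Mmp8 and 1.09 for Mmp3. After normexp and loess, Mmp3 and Mmp8 had log2 differences of 0.12 and 0.41 and did not pass.

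Fkbp5 and Cdkn1a belong to a list of 18 glucocorticoid-induced genes, of which 10 rose and none fell (15 and none when adjusted over the list alone). Its mean log2 difference was 1.02 (camera adjusted p = 2.8e-12, adjusted p = 0.017 with an estimated correlation, exact permutation p = 0.0079, mean within slide 2 of 1.18). Lcn2, lipocalin 2, rose 4.05-fold and the metal-binding protein Mt1 2.45-fold. The list was written with the paper's gene lists in view and is not independent evidence of its direction. Of 7 kallikreins, listed in the same way, 3 rose and none fell, with a mean log2 difference of 1.54 (camera adjusted p = 4.0e-04, adjusted p = 0.11 with an estimated correlation, 1.25 within slide 2).

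**Figure D1:**
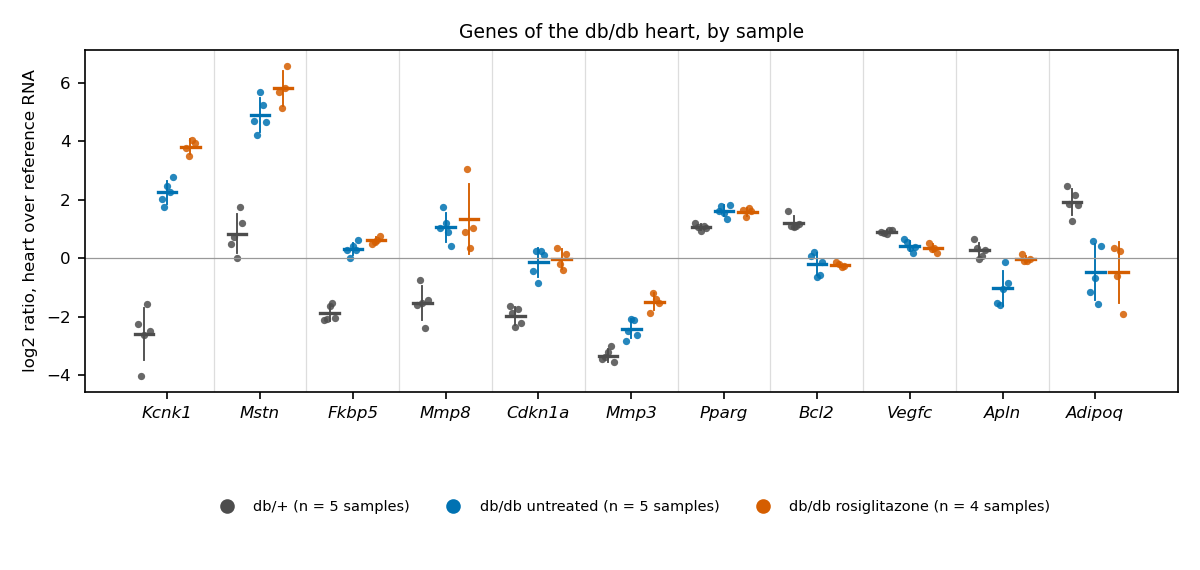
Log2 ratio of heart to reference RNA (vertical axis) of 11 genes in each heart, by group, with the mean and SD. The hearts of both *db/db* groups lie above the *db/+* hearts for Kcnk1, Mstn and Fkbp5 and below them for Bcl2.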

Interesting genes that were significantly upregulated in the untreated *db/db* group compared to control include PPARγ (Pparg, the receptor for rosiglitazone), FK506 binding proteins (Fkbp5 and Fkbp10), several potassium channel proteins (Kcnk1 and Kcnd3), two matrix metalloproteinases (Mmp3 and Mmp8), a cyclin-dependent kinase inhibitor (Cdkn1), and myostatin (Gdf8) (**Table 1**). Specific downregulated genes of interest include the anti-apoptotic gene B-cell lymphoma–leukemia 2 (Bcl2), several tumor necrosis factor-alpha (TNFα) genes and transforming growth factor (TGFβ) genes, vascular endothelial growth factor (Vegfc), adiponectin (Adipoq), and apelin (Apln). 

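Bcl2 (A_52_P534870), which blocks the release of cytochrome c from mitochondria, had a log2 ratio to the reference of 1.21 ± 0.23 (SD, n = 5) in *db/+* hearts and -0.20 ± 0.38 (SD, n = 5) in untreated *db/db* hearts, a 2.67-fold decrease (adjusted p = 3.1e-04). Vegfc (A_51_P433870), a growth factor of lymphatic vessels, was 1.40-fold lower (adjusted p = 0.011). The peptide hormone apelin (Apln, A_52_P62284) went from 0.27 ± 0.26 to -1.04 ± 0.61, a 2.47-fold decrease (adjusted p = 0.0060). Adiponectin (Adipoq, A_51_P458451), a hormone of adipocytes, went from 1.91 ± 0.45 to -0.48 ± 0.96, a 5.24-fold decrease (adjusted p = 0.011). Its signal was well above background on 4 of 5 *db/+* arrays and 1 of 5 untreated arrays, so the size of this fall is uncertain. The transforming growth factors Tgfb2 and Tgfb3 were 1.34-fold and 1.28-fold lower (adjusted p = 0.018 and 0.030). The fall of Tgfb3 did not pass without *db/+* replicate 4 (adjusted p = 0.071) or without untreated replicate 1 (0.071), 2 (0.058), 4 (0.054) or 5 (0.056).

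Of 23 measured genes of the tumor necrosis factor family and its targets, 5 fell, 2 rose and 16 did not pass (the same counts when adjusted over the list alone). Tnfrsf13c, the BAFF receptor of B cells, was at least 2.44-fold lower (adjusted p = 0.0014), Tnfaip8l1 1.86-fold lower (adjusted p = 0.0013) and Tnfaip8 1.69-fold lower (adjusted p = 0.0044), while Lta, lymphotoxin alpha, was 2.26-fold higher (adjusted p = 0.0034). The mean log2 difference of the list was -0.23 (camera adjusted p = 0.041, adjusted p = 0.33 with an estimated correlation). Its camera adjusted p was 0.095 without *db/+* replicate 1, 0.087 without *db/+* replicate 2, 0.076 without untreated replicate 1 and 0.058 without untreated replicate 2. Within slide 2 the log2 differences were -1.30 for Bcl2, -0.45 for Vegfc, -1.68 for Apln and -2.22 for Adipoq, and none of these passed with slide as a block. With normexp and loess the log2 differences of Vegfc and Adipoq were -0.24 and -0.31, and neither passed.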

We confirmed the microarray results of 4 selected genes with real-time PCR (**Figures 5b, 5c**). 

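On the arrays, Kcnk1 had a log2 ratio to the reference of 3.82 ± 0.24 (SD, n = 4) in treated *db/db* hearts, 2.97-fold above untreated hearts (log2 difference 1.57, standard error 0.37, unadjusted p = 9.2e-04 and adjusted p = 0.40 from limma). Mmp3 was 1.91-fold higher in treated hearts (log2 difference 0.93, standard error 0.18, adjusted p = 0.35). Asah2 (A_52_P436643), the neutral ceramidase, was 1.22-fold higher (log2 difference 0.29, standard error 0.09, adjusted p = 0.45) at its brightest probe, but at a dimmer probe (A_52_P56792) it was lower, by -0.64 (adjusted p = 0.43). B4galnt1 (A_51_P233928), an enzyme of ganglioside synthesis, had a log2 difference of -0.12 (standard error 0.14, adjusted p = 0.87) at its brighter probe. At its dimmer probe (A_52_P130972) it was higher, by 0.52 (standard error 0.12, adjusted p = 0.40). Every treated heart had a higher value than every untreated heart for Kcnk1 and Mmp3. None of the 4 genes passed the threshold on the arrays in limma, and within slide 3 the differences were 1.12 for Kcnk1, 0.84 for Mmp3, 0.36 for Asah2 and -0.18 for B4galnt1.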

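Kcnip4 (A_52_P319774), which modulates voltage-gated potassium channels, had a log2 ratio to the reference of 1.34 ± 0.26 (SD, n = 4) in treated *db/db* hearts, at least 1.51-fold above *db/+* hearts (adjusted p = 1.8e-04). Against untreated *db/db* hearts it was at least 1.88-fold higher (adjusted p = 0.087). It was above background on all 5 treated arrays and on no array of the other groups. Kcnk1 was 86.0-fold higher in treated *db/db* than in *db/+* hearts (adjusted p = 1.5e-06), but its signal was well above background on 1 of 5 *db/+* arrays, so the fold is uncertain. Mmp3 was 3.58-fold higher (adjusted p = 7.5e-05). Myo3b, an unconventional myosin, was at least 2.15-fold higher than in *db/+* hearts (adjusted p = 0.0052) and did not pass against untreated hearts (adjusted p = 0.43). Ptch1, the hedgehog receptor, was at least 1.55-fold higher than in *db/+* hearts (adjusted p = 0.040) and did not pass against untreated hearts (adjusted p = 0.43). Of the 5 untreated arrays, 3 measured Myo3b and 2 measured Ptch1 well above background. Myo3b and Ptch1 were not above background on any *db/+* array.

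Ryr1, the calcium release channel of skeletal muscle, had a log2 difference from *db/+* hearts of -0.26 (standard error 0.19, adjusted p = 0.44) and from untreated hearts of -0.22 (adjusted p = 0.83) at its brightest probe. At 2 dimmer probes it was higher than in *db/+* hearts, by log2 differences of 2.12 and 2.37 (adjusted p = 0.027 and 0.015), and these did not pass against untreated hearts (adjusted p = 0.42 and 0.43). Apelin had a log2 difference of -0.29 from *db/+* hearts (standard error 0.25, adjusted p = 0.50). The adjusted p of Ptch1 against *db/+* was 0.053 to 0.115 when any of *db/+* replicates 2 (0.062), 3 (0.082), 4 (0.053) and 5 (0.067) or treated replicates 1 (0.115), 2 (0.075) and 5 (0.078) was left out. Summed within slides, the log2 differences from *db/+* were 1.99 for Kcnip4, 5.69 for Kcnk1, 1.94 for Mmp3, 0.56 for Myo3b and 0.13 for Ptch1, and none passed with slide as a block. With normexp and loess the differences were 0.32 for Kcnip4, 1.01 for Mmp3, 0.25 for Myo3b and 0.13 for Ptch1, and none of these passed, while that of Kcnk1 was 3.25 (adjusted p = 1.7e-05).

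**Figure D2:**
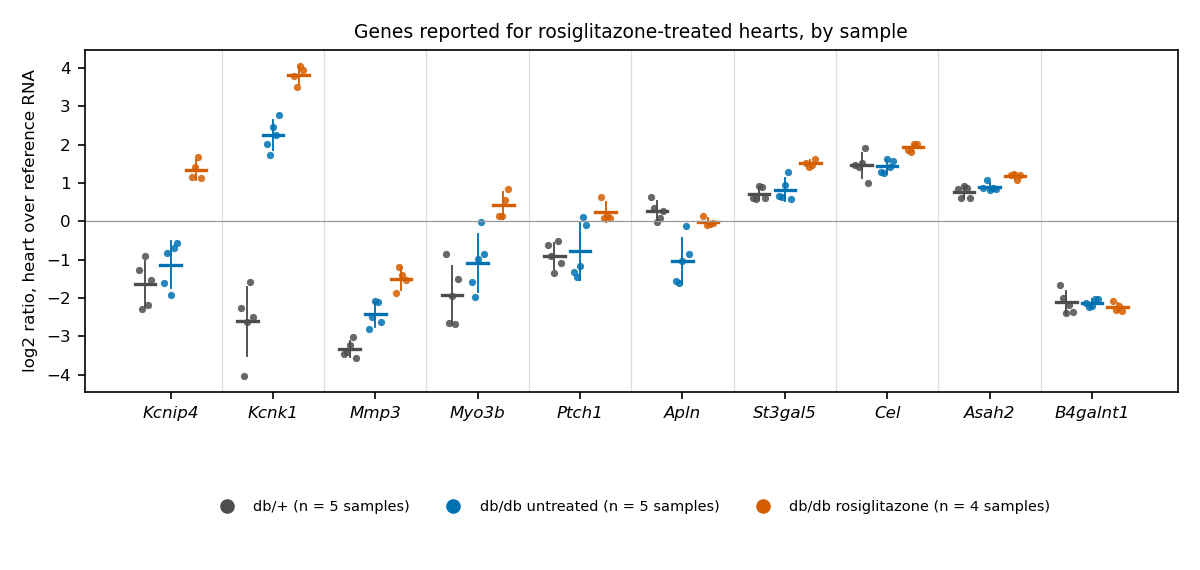
Log2 ratio of heart to reference RNA (vertical axis) of 10 genes in each heart, by group, with the mean and SD. Treated hearts lie above untreated hearts for Kcnip4, Kcnk1 and Mmp3, while the groups overlap for B4galnt1 and Asah2.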

When we compared the *db/db* rosiglitazone treated group to control, we found that upregulated genes include the previously-mentioned Mmp3 and Kcnk1 transcripts, as well as a potassium channel-interacting gene (Kcnip4), ryanodine receptor (Ryr1), Myosin IIIB (Myo3b), Patched homolog 1, and apelin (**Table 2**).

**Table 1:** Untreated *db/db* vs. *db/+* control mice.

Gene Symbol	RefSeq ID	UGCluster	Name	Score(d)	Fold Change
Kcnk1	NM_008430	Mm.10800	Potassium channel, subfamily K, member 1	7.82	26.03
Gdf8	NM_010834	-	growth differentiation factor 8 (Gdf8)	5.12	15.93
Egfbp2	NM_010115	-	epidermal growth factor binding protein type B (Egfbp2)	4.77	9.47
Fkbp5	NM_010220	Mm.276405	FK506 binding protein 5	9.76	6.11
Mmp8	NM_008611	Mm.16415	Matrix metallopeptidase 8	5.22	5.93
Edn3	NM_007903	Mm.9478	Endothelin 3	6.59	5.72
Cdkn1a	NM_007669	Mm.195663	Cyclin-dependent kinase inhibitor 1A (P21)	5.13	3.74
Kcnj4	NM_008427	Mm.140760	Potassium inwardly-rectifying channel, subfamily J, member 4	5.06	2.68
Map3k6	NM_016693	Mm.36640	Mitogen-activated protein kinase kinase kinase 6	9.39	2.54
Map3k15	BC031147	Mm.386889	Mitogen-activated protein kinase kinase kinase 15	5.88	2.10
Fkbp10	NM_010221	Mm.3894	FK506 binding protein 10	5.21	2.09
Mmp3	NM_010809	Mm.4993	Matrix metallopeptidase 3	4.30	1.90
Kcnd3	NM_019931	Mm.44530	Potassium voltage-gated channel, Shal-related family, member 3	5.93	1.77
Ryr3	XM_619795	Mm.436657	Ryanodine receptor 3	5.45	1.74
Pparg	NM_011146	Mm.3020	Peroxisome proliferator activated receptor gamma	5.51	1.42
Tnfrsf22	NM_023680	Mm.261384	Tumor necrosis factor receptor superfamily, member 22	4.06	1.40
Aifm2	NM_153779	Mm.286309	Apoptosis-inducing factor, mitochondrion-associated 2	5.62	1.39
Il4ra	NM_001008700	Mm.233802|Mm.441865	interleukin 4 receptor, alpha (Il4ra)	4.96	1.37
Sod1	BC057074	Mm.431677	superoxide dismutase 1, soluble (cDNA clone IMAGE:5697222), partial cds.	4.02	1.34
Adipor2	NM_197985	Mm.291826	Adiponectin receptor 2	4.42	1.22
Myo9a	AK029836	Mm.249545	Myosin IXa	−4.70	−1.26
Casp7	NM_007611	Mm.35687	Caspase 7	−4.46	−1.27
Casp2	NM_007610	Mm.3921|Mm.433648	caspase 2 (Casp2)	−5.10	−1.34
Vegfc	NM_009506	Mm.1402	Vascular endothelial growth factor C	−6.20	−1.39
Il13ra1	NM_133990	Mm.24208	Interleukin 13 receptor, alpha 1	−4.24	−1.40
Gja1	NM_010288	Mm.378921	Gap junction membrane channel protein alpha 1	−4.85	−1.49
Il13ra1	NM_133990	Mm.24208	Interleukin 13 receptor, alpha 1	−4.23	−1.50
Myo1b	NM_010863	Mm.3390	Myosin IB	−6.11	−1.57
Tnfaip8	NM_134131	Mm.27740	Tumor necrosis factor, alpha-induced protein 8	−4.65	−1.71
Adrb2	NM_007420	Mm.5598	Adrenergic receptor, beta 2	−4.91	−1.81
Tnfaip8l1	NM_025566	Mm.2312	Tumor necrosis factor, alpha-induced protein 8-like 1	−5.52	−1.88
Il16	NM_010551	Mm.10137	Interleukin 16	−24.20	−2.42
Myo1d	AK037051	Mm.151948	Myosin ID	−4.19	−2.45
Apln	NM_013912	Mm.29262	Apelin	−4.51	−2.54
Bcl2	NM_009741	257460|Mm.462969	B-cell leukemia/lymphoma 2 (Bcl2), transcript variant 1	−7.36	−2.56
Tnfrsf13c	NM_028075	Mm.240047	Tumor necrosis factor receptor superfamily, member 13c	−6.33	−4.54
Adipoq	NM_009605	Mm.3969	Adiponectin, C1Q and collagen domain containing	−5.31	−4.59

Selected genes that were differentially expressed across untreated *db/db* mice and *db/+* controls. All of the genes presented in the tables have statistically significant expression changes. Listed are the most important parameters, including the standard identifications of the gene, a statistical measure of significance (“Score(d)”), and magnitude of the change (“Fold Change”).

**Table 2:** Rosiglitazone-treated vs. untreated *db/db* mice.

Gene Symbol	RefSeq ID	UGCluster	Name	Score(d)	Fold Change
Kcnip4	NM_030265	Mm.160172	Kv channel interacting protein 4	4.46	4.76
Ptch1	NM_008957	Mm.228798	Patched homolog 1	6.67	3.32
Ryr1	NM_009109	Mm.439745	Ryanodine receptor 1, skeletal muscle	5.27	3.17
Kcnk1	NM_008430	Mm.10800	Potassium channel, subfamily K, member 1	6.38	2.84
Myo3b	AK033795	Mm.99648|Mm.458853	adult male epididymis cDNA, RIKEN full-length enriched library, clone:9230110G05	4.46	2.58
Mmp3	NM_010809	Mm.4993	Matrix metallopeptidase 3	4.70	2.03
Tnfsf18	NM_183391	Mm.276823	Tumor necrosis factor (ligand) superfamily, member 18	3.82	1.86
Apln	NM_013912	Mm.29262	Apelin	3.52	1.80
Anxa13	NM_027211	Mm.237985	Annexin A13	4.04	1.64
St3gal5	NM_011375	Mm.38248	ST3 beta-galactoside alpha-2,3-sialyltransferase 5	5.56	1.62
Col22a1	XM_193814	Mm.322500	Collagen, type XXII, alpha 1	3.65	1.45
Col4a1	NM_009931	Mm.738	Procollagen, type IV, alpha 1	4.98	1.26
Kras	NM_021284	Mm.383182	V-Ki-ras2 Kirsten rat sarcoma viral oncogene homolog	4.40	1.23
B4galnt1	BC022180	Mm.386762	Beta-1,4-N-acetyl-galactosaminyl transferase 1	7.83	1.44
Cel	NM_009885	Mm.236017	Carboxyl ester lipase	6.31	1.38
Pparbp	NM_013634	Mm.12926	Peroxisome proliferator activated receptor binding protein	3.68	1.29
Tnfrsf10b	NM_020275	Mm.193430	Tumor necrosis factor receptor superfamily, member 10b	3.54	1.27
Asah2	NM_018830	Mm.104900	N-acylsphingosine amidohydrolase 2	4.38	1.21
Myh9	NM_022410	Mm.29677	Myosin, heavy polypeptide 9, non-muscle	4.03	1.19
Bdkrb1	NM_007539	Mm.377078	Bradykinin receptor, beta 1	−6.72	−1.96
Hsf1	NM_008296	Mm.347444	Heat shock factor 1	−5.70	−1.17
Col23a1	AK162470	Mm.154093|Mm.392367	12 days embryo embryonic body between diaphragm region and neck cDNA, RIKEN full-length enriched library, clone:9430076L03	−5.70	−1.13

Selected genes that were differentially expressed across rosiglitazone-treated and untreated *db/db* mice.

While identifying individual genes that are differentially regulated in each of the conditions is informative, it is also useful to ascertain which cellular *processes* are up- or down- regulated; therefore, we performed the Gene Ontology pathway overrepresentation analysis using Fisher's exact test. 

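Of 26 measured genes of fatty acid beta-oxidation, 13 were higher in untreated *db/db* than in *db/+* hearts and none was lower (18 and none when adjusted over the list alone). Acot2, a mitochondrial acyl-CoA thioesterase, was 2.53-fold higher (log2 difference 1.34, standard error 0.18, adjusted p = 9.4e-04), Acsl1, which activates long-chain fatty acids, 1.87-fold higher (standard error 0.14, adjusted p = 0.0026), and Cpt2, of the carnitine shuttle, 1.62-fold higher (adjusted p = 0.0064). The mean log2 difference of the list was 0.51 (camera adjusted p = 1.2e-10, adjusted p = 0.30 with an estimated correlation, exact permutation p = 0.016, mean within slide 2 of 0.23). Of 20 genes of peroxisome biogenesis, 5 rose and none fell (7 and none when adjusted over the list alone). Pex11a, which drives the division of peroxisomes, was 1.75-fold higher (standard error 0.09, adjusted p = 2.5e-04) and Pxmp4 1.41-fold higher. The mean of this list was 0.23 (camera adjusted p = 6.7e-05, adjusted p = 0.040 with an estimated correlation, 0.19 within slide 2).

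Of 25 target genes of the PPAR receptors in muscle and liver, 10 rose and none fell (16 and none when adjusted over the list alone), with a mean of 0.74 (camera adjusted p = 2.7e-08, adjusted p = 0.30 with an estimated correlation). Untreated replicate 2, which also had the highest hepatocyte markers, stood apart in this list, and without it the mean was 0.51 (camera adjusted p = 4.2e-06). Acot1, a cytosolic thioesterase, was 5.67-fold higher and the lipid droplet protein Plin4 2.07-fold higher. Lipid synthesis and storage, with 22 genes, had 5 higher and 2 lower (6 and 2 when adjusted over the list alone) and did not pass as a list (mean 0.20, camera adjusted p = 0.067). It passed without *db/+* replicate 5 (adjusted p = 0.040) and without untreated replicate 1 (0.029). Gpam and Agpat3, acyltransferases of glycerolipid synthesis, were 1.65-fold and 1.50-fold higher, and the fatty acid elongase Elovl5 was 1.40-fold lower. Hepatocyte markers moved with these genes, by a mean of 2.31 over 8 genes (camera adjusted p = 7.7e-05, adjusted p = 0.35 with an estimated correlation).

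Of 29 pro-apoptotic genes, none rose and 5 fell (4 and 5 when adjusted over the list alone), and the list as a whole did not pass (mean -0.06, camera adjusted p = 0.24). The caspase Casp2 was 1.35-fold lower and Siva1 1.49-fold lower. Aifm2, an apoptosis-inducing factor homolog, had a log2 difference of 0.38 (standard error 0.11, adjusted p = 0.057) at its brightest probe and passed at a dimmer probe, at 1.38-fold (adjusted p = 0.0061).

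**Figure D3:**
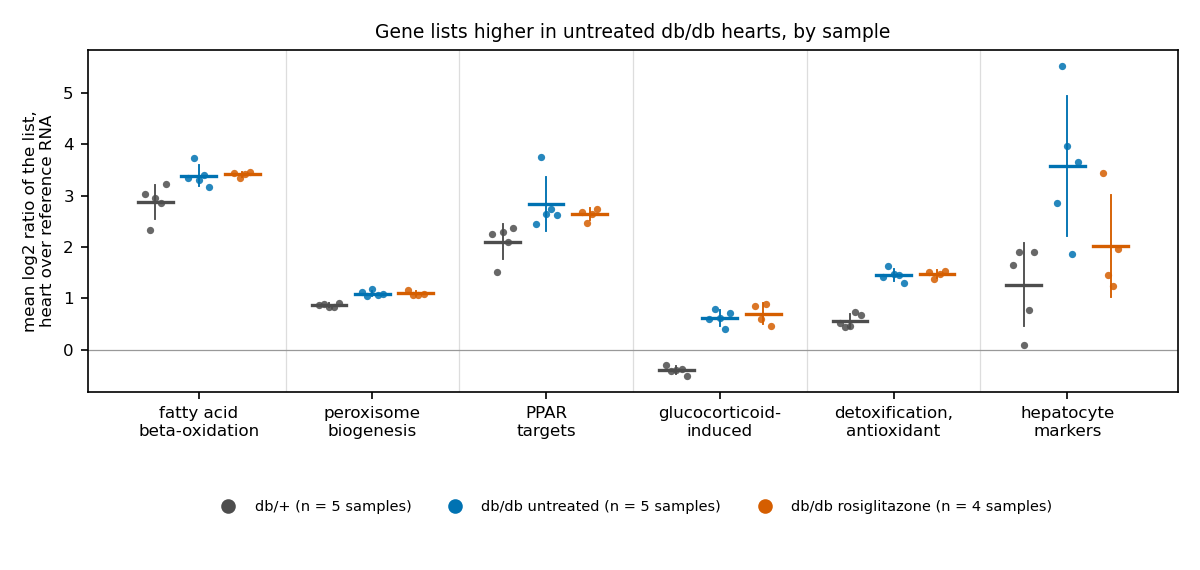
Mean log2 ratio of heart to reference RNA (vertical axis) of the genes of 6 lists in each heart, by group, with the mean and SD. The untreated *db/db* hearts lie above the *db/+* hearts in PPAR targets and in glucocorticoid-induced genes, and the groups overlap in beta-oxidation.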

Lipid and protein metabolism, fatty acid beta-oxidation, cell death, apoptosis, peroxisome organization, and biogenesis were significantly upregulated in untreated *db/db* mice when compared to control *db/+* mice (**Supplemental Tables S1, S2, S3, S4**). 

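Of 39 measured cell cycle genes, 11 were lower in untreated *db/db* than in *db/+* hearts and none was higher (15 lower and 1 higher when adjusted over the list alone). Chek2, a checkpoint kinase of the DNA damage response, was 2.25-fold lower (log2 difference -1.17, standard error 0.09, adjusted p = 1.7e-05), Timeless, a replication fork protein, 1.95-fold lower (adjusted p = 6.7e-04), and Prim1, a primase subunit, 1.63-fold lower (adjusted p = 0.0047). The mean log2 difference of the list was -0.29 (camera adjusted p = 5.2e-06, adjusted p = 0.35 with an estimated correlation, exact permutation p = 0.024). Within slide 2 the mean was -0.09, and the list did not pass there.

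Among immune genes, 12 of 25 interferon response genes fell and none rose (13 and none when adjusted over the list alone). Oas2 and Oas1a, synthetases of the antiviral response, were 2.60-fold and 1.75-fold lower and Ifit2 2.25-fold lower. Their mean was -0.65 (camera adjusted p = 1.3e-08, adjusted p = 0.41 with an estimated correlation, -0.80 within slide 2). Untreated replicate 4 went the other way, at a mean log2 ratio of 0.39 against -0.06 to 0.15 in *db/+* hearts, and without it the mean difference was -0.90. Of 11 B cell markers, 7 fell and none rose (8 and none when adjusted over the list alone), with a mean of -1.12 (camera adjusted p = 2.7e-08, adjusted p = 0.040 with an estimated correlation, -1.49 within slide 2). Ms4a1 (CD20) was 3.84-fold lower (adjusted p = 2.9e-04) and Cd79b, of the B cell receptor, 2.00-fold lower (adjusted p = 2.2e-04). This list was written with the paper's gene lists in view and is not independent evidence. Of 14 T and NK cell markers, 3 fell and none rose (5 and none when adjusted over the list alone), with a mean of -0.73 (camera adjusted p = 0.0022, adjusted p = 0.33 with an estimated correlation). The protease of cytotoxic cells Gzma was 4.99-fold lower, and the receptor Klrd1 had a log2 difference of -1.92. With the stricter filter on dim probes the mean was -0.21 and the list did not pass.

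Of 37 genes of blood vessel development, 13 fell and 2 rose (14 and 3 when adjusted over the list alone), with a mean of -0.25 (camera adjusted p = 4.6e-04, adjusted p = 0.30 with an estimated correlation, exact permutation p = 0.024, -0.32 within slide 2). Aplnr, the apelin receptor, was 3.77-fold lower (adjusted p = 3.0e-04), the transcription factor Ets1 1.54-fold lower (adjusted p = 4.7e-04) and the chemokine receptor Cxcr4 1.66-fold lower (adjusted p = 0.0042). A second probe of Aplnr, at -0.13, and of Timeless, at -0.22, did not pass. With normexp and loess the mean of this list was 0.32, above that of *db/+* hearts. Normexp narrowed the ratios of *db/+* replicates 1 and 3 most, so this reversal is uncertain. The 13 markers of endothelial cells had none changed (mean 0.02, camera adjusted p = 0.95), and with normexp and loess their mean was 1.18. Of 16 anti-apoptotic genes, 1 fell, Bcl2, and 1 rose, Bcl2l1, at 1.80-fold (adjusted p = 0.0011), and the list did not pass (mean -0.08, camera adjusted p = 0.66, and 1 higher and 3 lower when adjusted over the list alone).

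**Figure D4:**
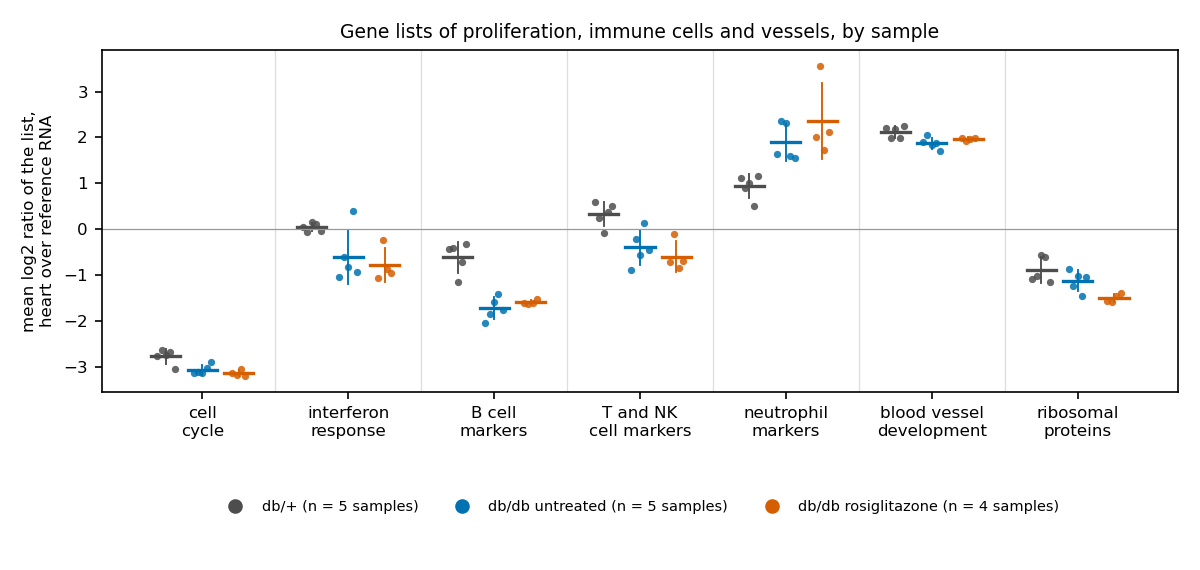
Mean log2 ratio of heart to reference RNA (vertical axis) of the genes of 7 lists in each heart, by group, with the mean and SD. The hearts of both *db/db* groups lie below the *db/+* hearts in B cell markers.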

Among major pathways that were significantly downregulated are cell proliferation and cycle, immune response, blood vessel and vasculature development, and anti-apoptosis. 

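Of the 2102 probes changed in untreated *db/db* against *db/+* hearts, 1203 (57.2%) were also changed in the same direction in treated *db/db* against *db/+* hearts, among them those of Kcnk1, Fkbp5, Bcl2 and Chek2. Of these 673 were higher and 530 lower, where independent lists would share 52.2 and 38.0. The 2 lists share the *db/+* hearts, so they are not independent. In all, 2096 of the 2102 (99.7%) had the same sign in treated hearts. Both comparisons use the same *db/+* hearts, and simulated unchanged groups gave 85.1% by this alone. When untreated hearts were set against 3 of the *db/+* hearts and treated hearts against the other 2, a median of 98.0% of the probes changed in the former had the same sign (range over 10 splits 90.3 to 99.5), and against 2 and the other 3 it was 96.3% (range 72.5 to 100), with the 500 probes of smallest p read in 1 split in which 17 changed. In these splits medians of 285 and 36 probes were changed in untreated hearts, and medians of 100 and 26 were changed in both comparisons. These splits were added after the values were seen. By limma 0 of the 2102 were changed back toward *db/+* at an adjusted p under 0.05 in treated against untreated hearts. At an unadjusted p under 0.05, 245 moved back and 73 moved further away.

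The median share of the change that was undone in treated hearts was 10.3% (SD 2.80 over 4 treated samples, range 8.17 to 13.8). The untreated hearts enter both differences, so noise alone gives a share above 0. Among as many top probes of simulated unchanged groups the median share was 50.0%. When the probes were chosen on 3 of the untreated hearts and the share was read from the other 2, its median over 10 splits was -2.70% (range -15.4 to 3.97). When they were chosen on 2 and read from the other 3 it was 1.14% (range -17.3 to 10.3). Without untreated replicate 4, 4 probes were changed back and the share undone was 19.9%, and with slide as a block it was 1.18%. The count of 1203 was 703 without *db/+* replicate 4, 800 without untreated replicate 3, and 729, 759 and 689 without treated replicates 1, 2 and 5. With slide as a block, 4 of the 34 probes changed in untreated hearts were also changed in treated hearts, and none of these is among the 1203.

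**Figure D5:**
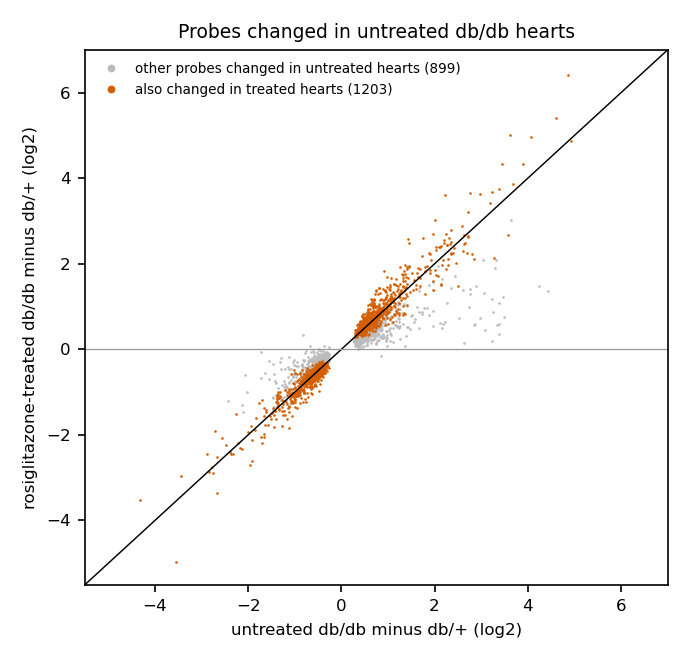
Log2 difference of treated *db/db* from *db/+* hearts (vertical axis) against that of untreated *db/db* from *db/+* hearts (horizontal axis), each point a probe changed in untreated hearts, with the line of equal values. Most points lie near the line, toward which the *db/+* hearts shared by both axes draw them even with no change.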

Interestingly, comparing the rosiglitazone-treated *db/db* mice to control mice, we did not see a reversal of the pathways that were upregulated in the untreated *db/db* group. The additional pathways that were significantly upregulated in the rosiglitazone-treated *db/db* hearts, however, included secretion, exocytosis, protein and intracellular transport, cellular protein metabolism, and sphingolipid metabolism.

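Of 27 measured genes of secretion and exocytosis, none was changed between treated and untreated *db/db* hearts. Their mean log2 difference was 0.09 (camera adjusted p = 0.053, exact permutation p = 0.0079), which did not pass. It passed without untreated replicate 1 (adjusted p = 0.018) or 2 (0.035) and without treated replicate 1 (0.048), 2 (0.045) or 3 (0.049). Against *db/+* hearts, 2 of these genes rose and none fell (3 and none when adjusted over the list alone). They were Syt7, a calcium sensor of exocytosis, at 2.62-fold (adjusted p = 0.028), and Rab3a, a small GTPase of secretory vesicles, at 1.41-fold (adjusted p = 0.032). The list did not pass (mean 0.10, camera adjusted p = 0.35). Within slides the log2 differences were 0.17 for Syt7 and 0.11 for Rab3a. Syt7 did not pass without *db/+* replicate 2 (adjusted p = 0.052) or treated replicate 2 (0.069) or 5 (0.083), nor Rab3a without *db/+* replicate 4 (0.067) or treated replicate 1 (0.083), 2 (0.061) or 5 (0.082), nor either with normexp and loess.

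Of 41 genes of sphingolipid metabolism, 7 rose and 1 fell in treated *db/db* against *db/+* hearts (9 and 2 when adjusted over the list alone). Their mean was 0.16 (camera adjusted p = 0.038, adjusted p = 0.26 with an estimated correlation, 0.17 within slides). The list did not pass without *db/+* replicate 5 (adjusted p = 0.058) or treated replicate 2 (0.051), nor with normexp and loess (mean 0.13). Smpd2, a neutral sphingomyelinase, was 1.51-fold higher (adjusted p = 0.0020) and the ganglioside sialidase Neu3 1.93-fold higher (adjusted p = 0.0022). Both were also higher in untreated *db/db* than in *db/+* hearts, at 1.50-fold and 1.53-fold (adjusted p = 0.0015 and 0.018). Against untreated hearts none of the 41 genes was changed (1 higher when adjusted over the list alone), and the mean was 0.07 (camera adjusted p = 0.15).

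Of 22 genes that target proteins to the endoplasmic reticulum, 3 fell and none rose in treated *db/db* against *db/+* hearts (5 and none when adjusted over the list alone), with a mean of -0.20 (camera adjusted p = 0.0075, adjusted p = 0.35 with an estimated correlation). Within slides the mean was -0.04, which did not pass. Against untreated hearts the mean was -0.02 (camera adjusted p = 0.90).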

## Discussion

Few studies have studied the global cardiac gene expression changes resulting from rosiglitazone treatment. Understanding these molecular changes will help elucidate the potential mechanism(s) for the increased cardiac disease observed in diabetic patients treated with this drug. 

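In treated *db/db* against *db/+* hearts, 11 of 26 genes of beta-oxidation were higher and none was lower (18 and none when adjusted over the list alone), with a mean log2 difference of 0.54 (camera adjusted p = 4.5e-10, adjusted p = 0.26 with an estimated correlation, 0.33 within slides). Acsl1 was 2.00-fold higher (adjusted p = 0.0021) and Cpt2 1.69-fold higher (adjusted p = 0.0056). The PPAR targets of muscle and liver had 7 higher and none lower (9 and none when adjusted over the list alone), with a mean of 0.53 (camera adjusted p = 6.0e-05, adjusted p = 0.32 with an estimated correlation), and Plin4 was 2.29-fold higher (adjusted p = 2.2e-04). Against untreated hearts the means were 0.03 for beta-oxidation (camera adjusted p = 0.99) and -0.20 for PPAR targets (camera adjusted p = 0.086), and neither list passed. The latter passed without untreated replicate 1 (adjusted p = 0.0055) or 3 (0.036), with means of -0.30 and -0.25, while without untreated replicate 2 its mean was 0.03.

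Of 29 pro-apoptotic genes, 3 rose and 3 fell in treated *db/db* against *db/+* hearts (5 and 7 when adjusted over the list alone), and the mean was -0.05 (camera adjusted p = 0.42). Aifm2 and Aifm1, apoptosis-inducing factors, were 1.46-fold and 1.29-fold higher (adjusted p = 0.017 and 0.015), while Casp2 was 1.34-fold lower (adjusted p = 0.018). Of 16 anti-apoptotic genes, 1 rose and 2 fell, with Bcl2 2.70-fold lower (adjusted p = 4.0e-04) and Bcl2l1 1.85-fold higher (adjusted p = 0.0011). Adjusted over the list alone, 2 rose and 2 fell. Neither apoptosis list had a changed gene between treated and untreated hearts. Ribosomal proteins were lower in treated than in untreated hearts as a list of 79 genes (mean -0.38, camera adjusted p = 6.6e-25, adjusted p = 0.84 with an estimated correlation), though none of the 79 passed singly.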

Our microarray results demonstrate that rosiglitazone does not reverse many of the significant gene expression and pathway changes that occur in untreated diabetic hearts, such as apoptosis and lipid metabolism. Furthermore, our microarray analysis indicates that rosiglitazone did not upregulate important insulin-regulated glucose transporters such as Glut4 in the heart, a finding that has been reported previously in isolated rat cardiomyocytes [23]. However, we observed a number of unique genes which appear to be differentially regulated between rosiglitazone-treated and untreated animals that may give mechanistic insights into rosiglitazone's effects on the diabetic heart.

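Slc2a4, which encodes the insulin-regulated glucose transporter Glut4 (A_51_P217498), had a log2 ratio to the reference of 6.38 ± 0.76 (SD, n = 5) in untreated *db/db* hearts and 6.91 ± 0.15 (SD, n = 4) in treated *db/db* hearts. The log2 difference was 0.53 (standard error 0.59, adjusted p = 0.87 from limma) and did not pass. In *db/+* hearts the ratio was 6.47 ± 1.42 (SD, n = 5), and the difference of treated from *db/+* hearts was 0.44 (adjusted p = 0.67). Within slide 3 the difference of treated from untreated hearts was 0.33. Of 30 genes of glucose transport and glycolysis, none was changed between treated and untreated hearts (mean 0.04, camera adjusted p = 0.79).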

We were initially puzzled to find that PPARγ expression was upregulated in the hearts of untreated diabetic mice, as it has been reported to be low in cardiomyocytes [12], [24], [25]. However, several studies have shown PPARγ expression to be important to cardiac metabolism. 

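Pparg had a log2 ratio to the reference of 1.6 ± 0.14 (SD, n = 4) in treated *db/db* hearts, 1.44-fold above *db/+* hearts (log2 difference 0.53, standard error 0.11, adjusted p = 0.011 from limma). It differed from untreated *db/db* hearts by -0.03 (standard error 0.11, adjusted p = 0.97). Every heart of both *db/db* groups had a higher value than every *db/+* heart. Of 16 measured target genes of PPARγ in adipocytes, 3 rose and 1 fell in untreated *db/db* against *db/+* hearts (4 and 1 when adjusted over the list alone). The hormone-sensitive lipase Lipe was 1.84-fold higher (adjusted p = 0.0099). The list did not pass (mean 0.15, camera adjusted p = 0.18, -0.16 within slide 2), though it did without *db/+* replicate 3 (mean 0.25, adjusted p = 0.044), with normexp and loess (mean 0.55) and with the stricter filter on dim probes (mean 0.38). Its direction rests on single hearts, as the mean was -0.08 without *db/+* replicate 2 and -0.05 without untreated replicate 2. In treated against untreated hearts none of the 16 genes was changed (mean 0.18, camera adjusted p = 0.65), with means of 0.05 and 0.38 without untreated replicates 1 and 2.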

One study found that rosiglitazone-treated Zucker fatty rat hearts had improved glucose uptake as well as improved contractility compared to lean rat hearts [19]. Another study found that mice lacking PPARγ in cardiomyocytes exhibited mild cardiac hypertrophy [26]. These findings may reflect an indirect effect of rosiligitazone on the heart, as demonstrated by a study in which metabolic changes in PPARγ-treated *db/db* hearts were thought to be secondary to changes in the supply of exogenous substrates [21]. It appears that cardiac PPARγ expression may play an important though poorly understood role in cardiac physiology, and it is possible that modulation of PPARγ signaling may affect the response to cardiac ischemia.

Matrix metalloproteinases are known to play a critical role in atherosclerosis and cardiovascular tissue remodeling, mediating the balance between matrix accumulation and degradation [27]. 

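Among 18 measured matrix metalloproteinases and their inhibitors, none passed between treated and untreated *db/db* hearts, and 1, Mmp3, passed when adjusted over the list alone. Its log2 ratio was -2.42 ± 0.33 (SD, n = 5) in untreated and -1.49 ± 0.29 (SD, n = 4) in treated hearts (unadjusted p = 1.5e-04 from limma). Of the 18, 2 rose and 1 fell in treated *db/db* against *db/+* hearts (3 and 2 when adjusted over the list alone). Mmp8, a collagenase that neutrophils store, was 7.34-fold higher (adjusted p = 0.0034), and Mmp13, another collagenase, was 7.75-fold lower (adjusted p = 0.0018). In untreated against *db/+* hearts Mmp13 was 10.9-fold lower (adjusted p = 3.9e-04). Neutrophil markers, with 6 genes, were higher in treated *db/db* than in *db/+* hearts (mean 1.42, camera adjusted p = 0.0042, adjusted p = 0.26 with an estimated correlation).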

We found that rosiglitazone caused significant upregulation of Mmp3, which encodes the matrix metalloproteinase stromelysin. Mmp3 is typically expressed by macrophages within the atherosclerotic plaques found in coronary artery disease [28], and has been shown to promote plaque rupture, myocardial infarction and aneurysm [29]. It is therefore possible that the *in vivo* upregulation of Mmp3 by rosiglitazone will promote plaque rupture, leading to increased rates of myocardial infarction, as well as increasing tissue remodeling after ischemia.

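Of 34 measured potassium channel genes, 4 rose and 2 fell in untreated *db/db* against *db/+* hearts (5 and 2 when adjusted over the list alone). In treated *db/db* against *db/+* hearts 5 rose and 1 fell (the same when adjusted over the list alone). Kcnj4, an inward rectifier channel, was 2.63-fold higher in untreated hearts (log2 difference 1.40, standard error 0.19, adjusted p = 0.0011) and 3.24-fold higher in treated hearts (adjusted p = 3.7e-04). Kcnj14, another inward rectifier, was 3.17-fold higher in treated hearts (adjusted p = 0.0052). Kcnip4 had a log2 ratio of -1.63 ± 0.59 (SD, n = 5) in *db/+* hearts and -1.13 ± 0.61 (SD, n = 5) in untreated *db/db* hearts. That difference of 0.51 (standard error 0.31, adjusted p = 0.32) did not pass, and its signal was not above background on any array of these groups. Kcnd3 was 1.28-fold higher in treated than in *db/+* hearts (adjusted p = 0.16) and did not pass. As a list the channels did not pass in untreated (mean 0.13, camera adjusted p = 0.66) or treated hearts (mean 0.31, camera adjusted p = 0.21) against *db/+* hearts, or in treated against untreated hearts (mean 0.18, camera adjusted p = 0.17). The last passed without untreated replicate 2 (mean 0.24, adjusted p = 0.036), and the others passed with normexp and loess, with means of 0.83 and 0.85. The mean in untreated hearts was 0.04 without *db/+* replicate 2.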

In both untreated and rosiglitazone-treated *db/db* mice, we found several potassium channel-related genes that were highly upregulated, including Kcnip4 and Kcnk1. These findings support the hypothesis that cardiomyocytes from *db/db* hearts exhibit electrophysiological alterations such as attenuated outward K^+^ currents [21], [30]. In general, glycolytic ATP production is important for the normal function of cardiac membrane ion channels and pumps, and inhibition of glycolysis causes altered intracellular ion concentrations that may affect cardiac action potentials. Specifically, Kcnip4 modulates A-type potassium channels and has been shown to increase expression of cardiac A-type Kv-4 channels [31]. Kcnk1 encodes a two-pore potassium channel, TWIK-1, which plays a major role in setting the resting membrane potential in many cell types [32]. Although it is unclear to what degree cardiac arrhythmias might have played a role in the mortality shown in the meta-analysis of rosiglitazone trials [4], the changes we observed in cardiomyocyte potassium channel expression raise some concerns.

Rosiglitazone treatment also upregulated four genes related to sphingolipid metabolism: B4galnt1, Cel, Asah2, and St3gal5. 

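St3gal5 (A_51_P483473), the synthase of the ganglioside GM3, had a log2 ratio to the reference of 0.82 ± 0.30 (SD, n = 5) in untreated and 1.51 ± 0.10 (SD, n = 4) in treated *db/db* hearts. This is 1.61-fold higher in treated hearts (log2 difference 0.69, standard error 0.14, unadjusted p = 3.1e-04 and adjusted p = 0.40 from limma). Cel (A_51_P242205), a lipase that also cleaves ceramide, was 1.41-fold higher (log2 difference 0.49, standard error 0.15, adjusted p = 0.43). For both genes every treated heart had a higher value than every untreated heart. At a second probe B4galnt1 was 1.43-fold higher. St3gal5 passed when untreated replicate 4 was left out (adjusted p = 0.044). Against *db/+* hearts, St3gal5 was 1.73-fold higher (adjusted p = 0.0060) and Asah2 1.33-fold higher (adjusted p = 0.020) in treated *db/db* hearts. Cel had a log2 difference of 0.46 (adjusted p = 0.068) and B4galnt1 of -0.13 (adjusted p = 0.59). The rise of Asah2 did not pass without treated replicate 1 (adjusted p = 0.057), 2 (0.058) or 5 (0.061), and Cel passed without *db/+* replicate 4 (0.027). Within slide 3 the log2 differences of treated from untreated hearts were 0.53 for St3gal5 and 0.35 for Cel.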

Found in eukaryotic plasma membranes, sphingolipids have emerged as a class of lipid mediators believed to be important for endogenous modulation of cardiovascular function [33], [34]. Generation of sphingolipid metabolites such as ceramide, sphingosine, and sphingosine-1-phosphate can activate smooth muscle cell proliferation, endothelial cell differentiation, apoptosis and cell death, migration, vasoconstriction, and dilation. Specifically, ceramide is an important mediator of lipotoxicity in the heart, and accumulation of this metabolite has been associated with cardiomyocyte apoptosis [35]. Recent evidence indicates that the TZD pioglitazone causes increased *de novo* ceramide synthesis in rat hearts [36], although another group has reported decreased ceramide accumulation and subsequent reduction in apoptosis [37]. Regardless of the specific mechanism involved, our microarray data suggest a significant role for sphingolipid metabolism in the rosiglitazone-treated diabetic heart which we are actively investigating further.

The downregulation of the hormone adiponectin in the diabetic state has been well established in adipocytes and serum [38], but it was not until 2005 that Pineiro *et al.* showed evidence that cardiomyocytes also synthesize adiponectin [39]. Confirming a recent report by Natarajan *et al.* [40], our results demonstrate a reduction of adiponectin in the diabetic heart, though we did not observe restoration of its expression after rosiglitazone treatment. In contrast, the signaling peptide apelin, a recently discovered regulator of cardiac and vascular function [41], was downregulated in the untreated *db/db* group but was restored to normal levels after rosiglitazone treatment. 

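Adipoq had a log2 ratio to the reference of -0.48 ± 1.04 (SD, n = 4) in treated *db/db* hearts. It differed from untreated *db/db* hearts by -0.0034 (standard error 0.51, adjusted p = 1.0 from limma) and was at least 3.68-fold lower than in *db/+* hearts (adjusted p = 0.014). Its signal was well above background on none of the 5 treated arrays. Of 9 measured adipokines and their receptors, 4 fell and none rose in untreated *db/db* against *db/+* hearts (5 and 1 when adjusted over the list alone), with a mean of -1.07 (camera adjusted p = 0.0029, adjusted p = 0.11 with an estimated correlation, -0.90 within slide 2). Adipor2, an adiponectin receptor, had a log2 difference of 0.29 (adjusted p = 0.062) in untreated hearts, which did not pass. White adipocyte markers, with 7 genes, were lower in treated *db/db* than in *db/+* hearts (mean -1.32, camera adjusted p = 0.033, adjusted p = 0.30 with an estimated correlation), and did not pass in untreated hearts (mean -0.71, camera adjusted p = 0.19). The former did not pass without *db/+* replicate 1 (adjusted p = 0.062), and the latter passed without untreated replicate 2 (0.032). With normexp and loess the log2 difference of Adipoq between treated *db/db* and *db/+* hearts was -0.35 and did not pass, nor did the adipokines in untreated hearts (mean -0.24) or the white adipocyte markers in treated hearts (mean 0.0049).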

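Apln had a log2 ratio to the reference of -0.02 ± 0.11 (SD, n = 4) in treated *db/db* hearts, 2.03-fold above untreated *db/db* hearts (log2 difference 1.02, standard error 0.25, unadjusted p = 0.0012 and adjusted p = 0.40 from limma). Every treated heart had a higher value than every untreated heart. The difference did not pass, and without untreated replicate 4 it did (adjusted p = 0.044). Within slide 3 it was 0.51. Aplnr, the receptor of apelin, did not follow at its brightest probe, with a log2 difference of -0.20 between treated and untreated hearts (standard error 0.23, adjusted p = 0.87). At that probe Aplnr was 4.34-fold lower in treated *db/db* than in *db/+* hearts (adjusted p = 1.8e-04). Another probe of Aplnr went the other way in both comparisons.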

Apelin is expressed in the endothelium of heart, kidney, and lung, and its receptor (APJ) is expressed by myocardial cells and some vascular smooth muscle cells. Apelin has inotropic effects on cardiac contractility and has been shown to decrease systemic vascular resistance, and is therefore likely beneficial during heart failure. In fact, apelin signaling may augment inhibition of the renin-angiotensin system [42], which is known to exacerbate heart failure when left unchecked. Though not well understood, the altered expression of apelin we observed in the diabetic heart in response to rosiglitazone may present a novel pathway for the study of diabetic cardiomyopathy.

In conclusion, this study has mapped the genomic expression patterns in the hearts of the *db/db* murine model of diabetes and the effects of rosiglitazone on these patterns. Overall, as we expected, the *db/db* gene expression signature was markedly different from control, but to our initial surprise was not significantly reversed with rosiglitazone. In fact, many of the transcriptional changes induced by diabetic disease on the heart appeared to be further exacerbated by rosiglitazone. In particular, we have highlighted a number of rosiglitazone modulated genes and pathways that may play a role in the pathophysiology of the increase in cardiac mortality seen in the meta-analysis by Nissen *et al.* The cumulative upregulation of (1) a matrix metalloproteinase gene that has previously been implicated in plaque rupture, (2) potassium channel genes involved in membrane potential maintenance and action potential generation, and (3) sphingolipid and ceramide metabolism related genes, all give cause for concern over rosiglitazone's safety. 

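Of the 2102 probes changed in untreated *db/db* hearts, 1340 (63.7%) had the opposite sign in treated against untreated hearts, but the untreated hearts enter both differences, and simulated groups with no real change gave 85.4%. When the probes were chosen on 3 untreated hearts and read against the other 2, a median of 46.6% over 10 splits had the opposite sign (range 36.0 to 50.9), and when chosen on 2 and read against the other 3 it was 51.0% (range 29.1 to 59.3). Some genes lay further from *db/+* hearts after rosiglitazone. Mstn was at least 10.0-fold higher in treated *db/db* than in *db/+* hearts (adjusted p = 1.6e-05 from limma). Its difference of treated from untreated hearts, 0.91 (standard error 0.38, adjusted p = 0.53), did not pass. Of 79 ribosomal protein genes, 43 were lower in treated *db/db* than in *db/+* hearts and none was higher (75 and none when adjusted over the list alone), with a mean of -0.62 (camera adjusted p = 2.2e-25, adjusted p = 0.26 with an estimated correlation, -0.21 within slides). Rpl10 was 1.96-fold lower (adjusted p = 0.0017) and Rpl5 1.85-fold lower (adjusted p = 0.012). In untreated hearts the mean of this list was -0.24 (camera adjusted p = 1.3e-06, adjusted p = 0.60 with an estimated correlation), but 0.11 within slide 2. It was -0.15 without *db/+* replicate 3 or without untreated replicate 4, and passed in both.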

Interestingly, a second meta-analysis has suggested that pioglitazone, also a TZD, may not have the same negative cardiovascular effects as rosiglitazone [43]. We believe the overall expression changes caused by rosiglitazone in the heart will likely also be found with pioglitazone treatment, though with some differences. This is based on previous microarray studies of adipocytes [44] and hepatocytes [45] that found similar, but not identical, expression profiles after treatment with pioglitazone, rosiglitazone, and other TZDs. Future investigations of how these two drugs differ at the transcriptional level in the heart will further elucidate the networks that govern diabetic cardiovascular function and disease.

## Supporting Information

Table S1 Upregulated Gene Ontology pathways with rosiglitazone-treated db/db mice.
(0.03 MB RTF) Click here for additional data file.

Table S2 Downregulated Gene Ontology pathways with rosiglitazone-treated db/db mice.
(0.02 MB RTF) Click here for additional data file.

Table S3 Upregulated Gene Ontology pathways in untreated db/db mice.
(0.04 MB RTF) Click here for additional data file.

Table S4 Downregulated Gene Ontology pathways in untreated db/db mice.
(0.05 MB RTF) Click here for additional data file.

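Gene List S1 gives 1380 entries, of which 859 are higher and 521 lower in untreated *db/db* than in *db/+* hearts in the paper. Matched by accession, or else by symbol, to the brightest tested probe and without use of the fold, the entries gave 1114 different probes. Of these 1098 (98.6%) had the same direction, and 878 (78.8%) were called changed by limma. The list was drawn from the same arrays, so this shows how far the processing agrees and is no independent test. When SAM was set to take 1380 probes, its estimated false discovery rate was 2.88%, with 761 higher and 619 lower.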

Gene List S1 txt file of microarray results from untreated db/db vs. db/+ analysis
(0.15 MB TXT) Click here for additional data file.

Gene List S2 txt file of microarray results from db/db+rosiglitazone vs db/db analysis.

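Gene List S2 gives 403 entries in the paper, of which 386 are higher and 17 lower in treated than in untreated *db/db* hearts. Of 350 different tested probes that its entries gave when matched in the same way, 330 (94.3%) had the same direction, 213 had an unadjusted p under 0.05, and none was called changed by limma. When SAM was set to take 403 probes, its estimated false discovery rate was 23.4%, with 211 higher and 192 lower. With the treated replicates 3 and 4 as separate mice it was 7.43%, with 208 higher and 195 lower.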

(0.04 MB TXT) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

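Hearts of 5 *db/+* mice, 5 untreated *db/db* mice and 5 rosiglitazone-treated *db/db* mice were measured on 15 Agilent 4x44K mouse arrays with 45018 spots, each against a mouse reference RNA. The sample table, the comparisons and tests, the alternatives and the gene lists were written down before the data were examined, and the choices made later are named as such. Published values of the paper had been read by then.

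Per the file headers, the authors scanned the arrays and extracted the intensity of both channels with Feature Extraction 9.5.1.1, which subtracted a background, normalized the dyes with LOWESS and wrote processed intensities. The log10 ratio of heart (Cy5) to reference (Cy3) that the authors deposited for each spot comes from these processed signals. It was converted to log2, and the spots of a probe were averaged over the 43379 that are not controls. The value table of the series holds the same ratios, so using it in their place, or Aquantile scaling between arrays, left the ratios and every count as they were. The median heart signal was 166 to 269 on the *db/+* arrays, 196 to 274 on the untreated and 245 to 317 on the treated *db/db* arrays. Of the tested probes, 21458 were well above background in both channels on all arrays, and 18499 matched a current gene by their accession.

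The arrays of the treated replicates 3 and 4 differed no more in their heart channel than 99 of the 105 pairs of arrays differed in the channel of the common reference RNA. The files do not say why, and the 2 arrays were averaged after the values were seen. The analysis with both as separate mice is among the alternatives.

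The 3 comparisons are untreated *db/db* against *db/+*, treated against untreated *db/db*, and treated *db/db* against *db/+*. They share groups and are not independent of each other, since each group enters more than 1 of them. The test behind each adjusted p of a gene in the text is the moderated t test of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over the 27593 tested probes of a comparison. Of 62 gene lists, 57 had the 3 genes needed. They were tested with camera of limma, at its preset correlation of 0.01 and with an estimated correlation, on 19130 genes with 1 probe each, adjusted over the lists, and with fry. The exact permutation p of a list or of group distances comes from every split of the samples of 2 groups. Of the lists, 20, 3 and 24 passed in the comparisons in the order above at the preset correlation, 4, 0 and 3 with an estimated correlation, and 24, 0 and 33 with fry. SAM was written out from its description, with 100 splits and a false discovery rate of 0.05. Tables were handled with data.table 1.17.8, consensus correlations used statmod 1.5.0, and figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

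Genes are named by a rule fixed in advance. They are every gene the paper names in its text with Slc2a4 and Lepr, the 10 largest changes each way in a comparison whose groups do not overlap, and up to 4 members of a list with the smallest p. Each gene is given by its brightest probe. The call at another probe differed in untreated *db/db* against *db/+* hearts for Acsl1, Aifm2, Aplnr, Asah2, Bcl2, Cyp2b13, Ets1, Kcnj4, Lipe, Mylip, Rpl10, Ryr3 and Timeless, and in treated *db/db* against *db/+* hearts for Acsl1, Aifm1, Aplnr, Asah2, Cxcr4, Cyp2b13, Ets1, Ifit2, Kcnj4, Ryr1, Ryr3 and Timeless. Another probe went the other way in untreated *db/db* against *db/+* hearts for Med1 and Ryr1, in treated *db/db* against *db/+* hearts for Aplnr, B4galnt1, Ets1 and Ryr1, and in treated against untreated hearts for Aplnr, Asah2, Atf6, B4galnt1, Bcl2l1, Cyp2b10, Cyp2b13, Ets1, Fkbp5, Pxmp4, Ryr1 and Ryr3. Lepr, the leptin receptor, had a log2 difference of -0.82 between untreated *db/db* and *db/+* hearts (adjusted p = 0.16).

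The settings also tried, chosen in advance, were normexp background correction with an offset of 50 and loess, scaling between arrays, no filter and a stricter filter on dim probes, slide as a fixed or random block, a block of replicate numbers, a fit of only the 2 groups compared, array weights, an adjusted p under 0.10, SAM, and leaving out each array in turn. Added after the values were seen were the treated replicates 3 and 4 as separate mice, leaving out *db/+* replicate 3 with untreated replicate 2, and the mean of the hepatocyte markers as a covariate.

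The steps were tested on simulated data with the same layout and known changes. Limma found 31.3% of 1.5-fold, 61.2% of 2-fold and 95.5% of 4-fold changes in the first comparison, and 37.3%, 64.2% and 93.9% in the second, with 8 and 9 unchanged probes called. None of 25 unchanged gene lists was called. Random splits of the real *db/+* and untreated *db/db* samples gave up to 28 changed lists, however. The simulation therefore does not show how often lists are called wrongly in the real data.

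Results for some genes are not reported here. Plasma, echocardiography, magnetic resonance, histology and quantitative PCR measurements were not analysed here. Gene ontology terms were not tested, and the lists above take their place.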

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

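The tests of slide, of liver RNA and of blood described here were chosen only after the results were seen, while the random splits of the samples were chosen before.

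Slide and group lie close together, since 4 of 5 *db/+* hearts share slide 1 and no slide holds both *db/+* and treated hearts. The 500 probes with the smallest p between the *db/+* hearts of slide 1 and the untreated hearts of slide 3 had a median difference of 1.07 there and 0.808 within slide 2, which is 75.7% of it, with the same direction for 91.2%. A slide effect alone would leave nothing within slide 2, so it does not account for most of this difference between untreated *db/db* and *db/+* hearts, though slide 2 has a single *db/+* heart. The 500 probes with the smallest p between the untreated hearts of slide 2 and the treated hearts of slide 4 had a median difference of 0.873 there and 0.114 within slide 3, with the same direction for 64.2%. For the effect of rosiglitazone a slide effect is not excluded.

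All 8 hepatocyte markers had an untreated mean above the highest *db/+* heart, and their first component held 83.3% of their variance, as liver RNA in some hearts would give. Their mean was 2.31 higher in untreated *db/db* than in *db/+* hearts (exact permutation p = 0.024), 1.56 lower in treated than in untreated hearts (exact p = 0.095) and 0.754 higher in treated *db/db* than in *db/+* hearts (exact p = 0.26), or 0.284 without treated replicate 1. The detoxification and antioxidant genes, of which 13 of 27 rose in untreated hearts with a mean of 0.891, had a mean of 0.800 and 6 genes higher once the mean of the hepatocyte markers was a covariate. Of these Cyp2b13 kept a log2 difference of 3.22 (adjusted p = 0.0027). Liver RNA of the same makeup in both groups would not account for this. The covariate cannot exclude RNA from livers that themselves differ in Cyp2b13, since it follows only the general markers. The markers cannot tell liver RNA from expression in the heart itself.

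B cell markers were lower in the 9 samples of both *db/db* groups than in the 5 *db/+* hearts by 1.06 (exact permutation p = 5.0e-04), as were T and NK cell markers by 0.816 (exact p = 0.0020). Less blood of unchanged makeup would lower neutrophil markers too, and these were 1.16 higher (exact p = 1.0e-03), so that explanation is excluded. Erythroid markers differed by -0.0211 (exact p = 0.96) and platelet markers by -0.443 (exact p = 0.17). A first test, of B cell against erythroid markers, left the matter open (-1.03, exact p = 0.067), and neutrophils were chosen after it. Blood of a different makeup, or fewer lymphocytes in the heart, remains open.

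When the samples of 2 groups were split at random, with 100 splits counting the true one, 1 split gave as many changed probes as untreated *db/db* against *db/+*, the true one with 2102 (highest other 293), so chance is excluded. For gene lists it was 18 splits (20 lists, highest other 28), and chance is not excluded. For treated against untreated *db/db*, the true split had 0 changed probes, as many as which all 100 splits must give (highest other 16), so this count cannot tell. For lists 96 splits gave as many (3, highest other 24), and chance is not excluded. At an unadjusted p under 0.05, 2 of 100 splits gave as many probes (2416, highest other 3141, with untreated replicate 4 among the treated hearts). Chance would rarely give that count, but a false split exceeded the true one, so chance is not excluded for it. These splits also do not hold slide fixed. For treated *db/db* against *db/+*, 1 split gave as many changed probes (2359, highest other 1269, with *db/+* replicate 1 among the treated hearts), so chance is excluded, and 6 as many lists (24, highest other 25), so it is not.

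Single hearts stood apart from their group in 5 of 171 cases (2.92%, where 5% are due by chance). Untreated replicate 2 lay at a mean log2 ratio of 3.77 in the PPAR targets of muscle and liver (others 2.44 to 2.74). Treated replicate 2 lay at 3.52 in the PPARγ targets of adipocytes (others 3.70 to 3.73). The *db/+* replicate 1 lay at -0.794 in ER chaperones (others -0.448 to -0.315). Treated replicate 5 lay at 2.82 in oxidative phosphorylation (others 2.64 to 2.67) and at 1.08 in adipokines (others 1.26 to 1.27).

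Lists outside those the paper discusses also passed camera at its preset correlation. In untreated *db/db* against *db/+* hearts these included ER chaperones (mean log2 difference -0.342), glucocorticoid-induced genes (1.02) and kallikreins (1.54). Detoxification genes, hepatocyte markers, neutrophil markers (0.954) and ribosomal proteins passed there too. With an estimated correlation the glucocorticoid-induced genes (adjusted p = 0.017) and the detoxification genes (0.0033) kept this call. Published values of the paper, from the same arrays, had been read before the lists were written. These 2 calls are therefore not independent evidence. ER chaperones (0.30), kallikreins (0.11), hepatocyte markers (0.35) and neutrophil markers (0.45) lost it, as did ribosomal proteins. In treated *db/db* against *db/+* hearts the lists that passed included cardiac fetal and stress genes (0.437, adjusted p = 0.29 with an estimated correlation) and ribosomal proteins (-0.618, 0.26). They also included white adipocyte markers (-1.32, 0.30) and exocrine pancreas markers (0.408, 0.26). None of these kept its call with the estimate. Neutrophil markers and LXR targets, described elsewhere, passed there at the preset correlation too.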

How the results depend on the processing

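The covariate of hepatocyte markers, the removal of *db/+* replicate 3 with untreated replicate 2, and the treated replicates 3 and 4 as separate mice were chosen only after the results were seen. The random slide block had a negative correlation within slides (-0.114), so its counts are not results with slide taken out.

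In untreated *db/db* against *db/+* hearts 2102 probes changed, and this count was 34 with slide as a fixed block, 4986 with slide as a random block, 915 with only the 2 groups in the fit, 3998 at an adjusted p under 0.10, 1339 without *db/+* replicate 3 and untreated replicate 2, and 191 with the hepatocyte markers as a covariate. Leaving out 1 heart gave 1152 (*db/+* replicate 4) to 2703 (*db/+* replicate 1), with 1341, 1244 and 1247 without untreated replicates 1, 3 and 5. In treated *db/db* against *db/+* hearts the count of 2359 was 1443 with normexp and loess, 4 with the fixed and 5094 with the random slide block, 4439 at an adjusted p under 0.10, 3722 with the treated replicates 3 and 4 as separate mice and 5349 with SAM on these. Leaving out 1 heart gave 1065 (treated replicate 5) to 2838 (*db/+* replicate 1), with 1388, 1165 and 1239 without *db/+* replicate 4 and treated replicates 1 and 2. In treated against untreated *db/db* hearts the count of 0 was 1 with the random slide block, with array weights, at an adjusted p under 0.10 and with the treated replicates 3 and 4 as separate mice, 2 with SAM, 123 with SAM on separate mice and 10 without untreated replicate 4, the highest of the leave-one-out counts, whose lowest was 0. The lists changed there, 3, were 7 with normexp and loess, 6 with the stricter filter and with only the 2 groups, 8 with the fixed slide block and with the hepatocyte covariate, 5 with array weights, 11 at an adjusted p under 0.10, 9 without *db/+* replicate 3 and untreated replicate 2, and 0 with an estimated correlation or fry. Leaving out 1 heart gave 2 (untreated replicate 5) to 9 (untreated replicate 1 or treated replicate 2), with 8 and 6 without untreated replicates 2 and 3, and 7 without treated replicate 1 or 3. An estimated correlation left 4 of 20 lists in untreated and 3 of 24 in treated *db/db* against *db/+* hearts, and leaving out 1 heart gave 17 (*db/+* replicate 1) to 23 (*db/+* replicate 3) and 22 (*db/+* replicate 1) to 26 (*db/+* replicate 3). The separation of groups was 1.15 (untreated replicate 3) to 1.21 (untreated replicate 4) for untreated *db/db* against *db/+*, and 1.16 (treated replicate 1) to 1.28 (*db/+* replicate 1) for treated *db/db* against *db/+*, where normexp and loess gave 1.19. For treated against untreated hearts it was 1.00 (treated replicate 2) to 1.14 (untreated replicate 4, exact p = 0.029), 1.14 after an adjustment for slide and 1.1 with separate mice. The share undone by rosiglitazone, 10.3%, was 13.9% with normexp and loess, 1.18% and 13.8% with the fixed and random slide block, -2.70% and 1.14% with probes chosen on 3 and on 2 of the untreated hearts, 13.2% without untreated replicate 3, and 8.50% (treated replicate 2) to 19.9% (untreated replicate 4) over all hearts left out. Probes changed back were 0 to 4 (untreated replicate 4). Probes still changed, 1203, were 2830 with the random slide block, and with the fixed block they were 4 of 34, none of them among the 1203. They were 2347 at an adjusted p under 0.10, 689 (treated replicate 5) to 1579 (*db/+* replicate 1) over hearts left out, with 703, 800, 729 and 759 without *db/+* replicate 4, untreated replicate 3 and treated replicates 1 and 2. Directions reversed with normexp and loess in untreated *db/db* against *db/+* for cholesterol synthesis (-0.265), blood vessel development (0.317), endothelial markers (1.18) and Ryr3 (-0.0032), and with the fixed slide block for ribosomal proteins in untreated hearts (0.110) and smooth muscle markers in treated *db/db* against *db/+* hearts (-0.556). A block of replicate numbers, which carry no pairing, gave 1618, 0 and 2448 changed probes. Normexp narrowed the ratios of *db/+* replicates 1 and 3 most, and these arrays enter the reversals seen with it. The cause was not tested.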

Differences from the paper's values

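The matching of a gene to another of its probes was chosen only after the values were seen, and the other settings named here were chosen before, unless stated. A fold is said to differ where its direction is opposite or its log2 lies further from the paper's than the SD of the replicates, a ratio where it is further off than the larger error and by over 1.5-fold, and a count where it is off by over 1.5-fold.

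Of the 36 folds of Table 1 that were compared, leaving out the second of the 2 of Il13ra1, 34 did not differ and all 36 had the same direction. For Fkbp5 the paper gives 6.11 and the brightest probe gave 4.62, with another probe at 6.17. For Myo1d the paper gives -2.45 and the brightest probe gave -1.34, with a dimmer probe at 2.51-fold lower. No setting chosen in advance brought the brightest probe of either to the paper's value. Of the 21 folds of Table 2 that were compared, 18 did not differ and 19 had the same direction. For Ryr1 the paper gives 3.17 and the brightest probe gave -1.17, while dimmer probes gave 4.11 and 3.50. For B4galnt1 the paper gives 1.44 and the brightest probe gave -1.09, with another probe at 1.43. For Med1 the paper gives 1.29 against 1.06 here (another probe 1.33). For these 3 genes too, no setting reached the paper's value at the brightest probe. None of these 21 genes of Table 2 passed in limma over all probes here, 16 had an unadjusted p under 0.05, and 33 of the 36 genes of Table 1 passed.

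The quantitative PCR ratios of Figure 5, read by eye, were compared with array ratios. For Kcnk1 in untreated *db/db* against *db/+* the paper shows about 11. The arrays gave 28.9, which rests on signals near background in *db/+* hearts. Normexp with loess gave 3.98, which does not differ by the rule above. It is as far from the paper's ratio as a fold, so it does not close the gap. In that comparison the paper shows about 1 for Mmp3, about 0.1 for Asah2 and about 0.3 for B4galnt1. The arrays gave 1.88, 1.09 and 0.995, which do not differ by the rule, although Mmp3 was called higher on the arrays. In treated against untreated *db/db* the paper shows about 7 for Kcnk1, about 4 for Asah2, about 6 for B4galnt1 and about 13 for Mmp3, where the arrays gave 2.97, 1.22, 0.921 and 1.91. No setting tried brought these to the paper's ratios, and for B4galnt1 the direction is opposite at the brightest probe, and for Asah2 at a dimmer probe.

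Gene List S1 of the paper holds 1380 entries, 521 of them lower, against 2102 changed probes with 920 lower here. The count of changed probes did not differ with arrays centred on their median (2038), no filter on dim probes (1721), a block of replicate numbers (1618), array weights (1509), or without *db/+* replicates 2 (1831), 3 (1407), 4 (1152) or 5 (1921) or untreated replicates 1 (1341), 2 (1724), 3 (1244), 4 (1898) or 5 (1247). The count of lower probes did not differ with no filter (772), a block of replicate numbers (733), only the 2 groups in the fit (400), array weights (673), or without *db/+* replicates 3 (659) or 4 (485) or untreated replicates 1 (594), 2 (713), 3 (595), 4 (764) or 5 (524).

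Gene List S2 of the paper holds 403 entries, 386 higher and 17 lower, against 0, 0 and 0 changed probes here, and no setting chosen in advance reached these counts. The nearest count came from SAM with the treated replicates 3 and 4 as separate mice, chosen after seeing the values, with 123 probes, 119 higher and 4 lower. The paper's list is 386 to 17 in favour of higher genes, while 403 probes taken by SAM were 211 higher and 192 lower.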

Other observations

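By the size of the log2 difference between treated and untreated *db/db* hearts, the genes that moved back farthest, chosen after the values were seen, were transcripts made in liver. Ambp, which encodes alpha-1-microglobulin, had a log2 difference of 4.44 in untreated *db/db* against *db/+* hearts and of -3.07 in treated against untreated hearts. For Apof, an apolipoprotein, these were 3.24 and -3.04, and for Pzp, a protease inhibitor of plasma, 2.63 and -2.48. Slc46a2, a transporter of thymus stroma, was lower in untreated hearts, with differences of -2.06 and 1.45. The genes were picked by the second difference and the untreated hearts enter both, so movement back is in part due to the choice itself. None of these passed in treated against untreated hearts (adjusted p of 0.40 to 0.52 in limma).

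LXR targets, which move cholesterol out of cells, had 5 of 10 genes higher in treated *db/db* against *db/+* hearts and none lower (mean 0.462, camera adjusted p = 0.0030, adjusted p = 0.26 with an estimated correlation). Lpcat3, a phospholipid acyltransferase, was higher by 0.855 (adjusted p = 9.0e-04) and the LDL receptor ligase Mylip by 0.833 (adjusted p = 0.0041). With slide as a block the list did not pass (camera adjusted p = 0.053). Circadian genes did not move as a list in untreated hearts (mean -0.0772, camera adjusted p = 0.95), although Cry1 and Nfil3, which are high late in the active phase, rose by 0.971 and 1.13 and Nr1d2 fell by 1.23 (adjusted p = 0.0026, 0.0093 and 0.013). Of 21 genes of ER chaperones and the unfolded protein response, 6 were lower in untreated hearts, and the list did not pass with an estimated correlation (adjusted p = 0.30). Sdf2l1 was lower by 0.935 and Manf by 0.802 (adjusted p = 0.010 and 0.0071), while Herpud1, a component of ER-associated degradation, and the stress sensor Atf6 rose by 0.790 and 0.521 (adjusted p = 0.0044 and 0.0051). Cholesterol synthesis fell as a list in treated against untreated hearts (mean -0.178, camera adjusted p = 0.044, adjusted p = 0.28 with an estimated correlation) with none of 17 genes changed singly, and its call was lost without untreated replicate 4 (adjusted p = 0.070) or 5 (0.054) or treated replicate 4 (0.052).

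Replicate numbers carry no pairing, since the 15 pairs of same-numbered arrays had correlations of -0.232 to 0.0379 and none of 15 arrays correlated best with its own number. Normexp narrowed the ratios of *db/+* replicates 1 and 3 most, to an SD of 0.756 and 0.725 against 1.14 to 1.40 on the other arrays. Hearts of known time of day and an array layout with all 3 groups on each slide would separate clock, slide and drug.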
